# Transcript profiling of common bean (*Phaseolus vulgaris *L.) using the GeneChip^® ^Soybean Genome Array: optimizing analysis by masking biased probes

**DOI:** 10.1186/1471-2229-10-85

**Published:** 2010-05-07

**Authors:** S Samuel Yang, Oswaldo Valdés-López, Wayne W Xu, Bruna Bucciarelli, John W Gronwald, Georgina Hernández, Carroll P Vance

## Abstract

**Background:**

Common bean (*Phaseolus vulgaris *L.) and soybean (*Glycine max*) both belong to the *Phaseoleae *tribe and share significant coding sequence homology. This suggests that the GeneChip^® ^Soybean Genome Array (soybean GeneChip) may be used for gene expression studies using common bean.

**Results:**

To evaluate the utility of the soybean GeneChip for transcript profiling of common bean, we hybridized cRNAs purified from nodule, leaf, and root of common bean and soybean in triplicate to the soybean GeneChip. Initial data analysis showed a decreased sensitivity and accuracy of measuring differential gene expression in common bean cross-species hybridization (CSH) GeneChip data compared to that of soybean. We employed a method that masked putative probes targeting inter-species variable (ISV) regions between common bean and soybean. A masking signal intensity threshold was selected that optimized both sensitivity and accuracy of measuring differential gene expression. After masking for ISV regions, the number of differentially-expressed genes identified in common bean was increased by 2.8-fold reflecting increased sensitivity. Quantitative RT-PCR (qRT-PCR) analysis of 20 randomly selected genes and purine-ureide pathway genes demonstrated an increased accuracy of measuring differential gene expression after masking for ISV regions. We also evaluated masked probe frequency per probe set to gain insight into the sequence divergence pattern between common bean and soybean. The sequence divergence pattern analysis suggested that the genes for basic cellular functions and metabolism were highly conserved between soybean and common bean. Additionally, our results show that some classes of genes, particularly those associated with environmental adaptation, are highly divergent.

**Conclusions:**

The soybean GeneChip is a suitable cross-species platform for transcript profiling in common bean when used in combination with the masking protocol described. In addition to transcript profiling, CSH of the GeneChip in combination with masking probes in the ISV regions can be used for comparative ecological and/or evolutionary genomics studies.

## Background

Common bean (*Phaseolus vulgaris *L.), an herbaceous annual legume, is one of the most ancient crops of the New World. Like other legumes, common bean can acquire nitrogen through mutualistic symbiosis with nitrogen (N)-fixing bacteria of the family *Rhizobiaceae*[1,2]. Common bean is the most important economic variety of the genus *Phaseolus *and is grown widely in all parts of the world. According to a recent report, over 17.99 million metric tons were produced in the world in 2008 [3]. It is the most important grain legume for direct human consumption comprising about 50% of the grain legumes consumed world-wide [4]. It is also the primary source of dietary protein in many developing countries[5].

A high-density oligonucleotide microarray is not yet available for global transcript profiling of common bean. Previously, a macro array that contained a total of 1,786-unigene sets derived from a common bean nodule cDNA library was used for transcript profiling of different organs such as root, leaf, stem, and pod [6]. Currently available is the GeneChip^® ^Soybean Genome Array (soybean GeneChip). The soybean GeneChip contains over 37,500 probe sets designed from soybean transcripts. Additionally, the soybean GeneChip contains 15,800 and 7,500 probe sets designed from *Phytophthora sojae *(a water mold that commonly attacks soybean crops) and *Heterodera glycines *(a *cyst nematode *pathogen) transcripts, respectively. Common bean (2n = 2x = 22) is a diploid relative of soybean (2n = 2x = 40) and soybean is considered to be a diploidized tetraploid species (ancient polyploid). Recent release of the soybean genome sequence revealed a highly duplicated soybean genome where about 75% of the genes are represented in multiple copies [7]. Contrary to the highly duplicated soybean genome, most of the genetic markers in common bean were present as a single copy [8-10]. However, previous studies reported a significant level of colinearity in gene order among the tropical legumes such as common bean and soybean even though both genomes might have undergone extensive gene diversification and loss, and numerous chromosome rearrangements [7,11-13]. A previous study also suggested common bean as a reference model to study the dynamics of genome evolution and as an additional resource for gene discovery in soybean [14]. The close relationship between soybean and common bean suggests that the soybean GeneChip may be used for transcript profiling in common bean.

Microarrays developed for a specific species have been used for transcript profiling of closely related species. Cross-species RNA hybridization (CSH) to DNA microarrays has been used successfully in both animal and plant when a representative microarray platform is not available [15-34]. The assumption that underlies the validity of CSH on a gene chip of a closely related species is that the level of sequence homology among genes conserved between closely related species is significant enough to enable the detection of messages by probes originally designed for their orthologs. However, caution must be taken when interpreting the CSH results. Notably, factors such as sequence divergence, alternative splicing, and cross-hybridization can cause spurious variation in signal intensity leading to bias in transcript profiling. Such aberrant variation derived from CSH result in decreased sensitivity and accuracy of measuring differential gene expression that is typically reflected by a decrease in number of genes detected and a compressed fold change difference, respectively. It is therefore necessary to find and keep truly informative probes and eliminate biased probes prior to the microarray data analysis.

Microarrays spotted with cDNAs or longer oligos can be used for CSH studies as well. However, the GeneChip with 25-mer oligos has an advantage over microarrays with cDNAs or longer oligos. In general, shorter oligos are more sensitive to sequence mismatch but longer oligos (or cDNAs) tend to endure sequence mismatch during hybridization. In addition, each probe set in the GeneChip consists of 11 perfect match (PM) probes (25-mer) that target mostly the non-overlapping portion of the coding region for the corresponding target gene (probe set). The expression values of target genes (probe sets) are derived from the signal intensities of those 11 PM probes using the signal condensing methodology such as the Microarray Suite (MAS) 5.0 (http://www.affymetrix.com) or the Robust Multi-array Average algorithm (RMA) [35]. Since the minimum number of probes required to produce (or retain) the expression value of a probe set is one, the putative biased probes (i.e., probes targeting ISV region) can be electronically masked (or flagged) and only truly informative probes with good signal intensity can be used for producing the expression values of the probe sets. However, this is impossible for arrays with cDNA or longer oligos where elimination of a cDNA (or long oligos) will result in the loss of the corresponding target gene on the array.

There have been numerous efforts to optimize CSH GeneChip data. For example, Ranz et al. [20] introduced a genomic DNA hybridization-based method that selected conserved probes between target and non-target species. Only the conserved probes selected were used for transcript profiling in non-target species. Several CSH studies have utilized this approach [20,29,32]. However, a recent study questioned the reliability of the DNA hybridization-based method for selecting unbiased probes in CSH studies [34]. Wang et al. [27] took a different approach to identify inter-species conserved (ISC) probe sets based on the expressed sequence tag (EST) homology between target and non-target species. However, this approach is not suitable for species with limited EST resources such as common bean. Ji et al. [23] developed a different optimization technique based on masking probes with poor signal intensities in a CSH GeneChip data.

In this study, we used the soybean GeneChip for transcript profiling in three different organs (nodule, root, and leaf) of both common bean and soybean. We optimized CSH GeneChip data analysis by masking putative probes targeting interspecies variable regions. Transcript profiling and qRT-PCR data suggests that the soybean GeneChip is a suitable cross-species platform for transcript profiling in common bean when used in combination with the masking protocol described.

## Results and Discussion

To determine the sequence similarities between soybean and common bean and to predict the efficacy of the GeneChip^® ^Soybean Genome Array (Affymetrix Inc., Santa Clara, CA) for transcript profiling of common bean, the soybean probe set target sequences (http://www.affymetrix.com) were blasted against 21,497 unique sequences in the common bean gene index [36]. A total of 18,401 putative orthologous bean gene sequences were identified (an e-value cutoff of 1e-10). The orthologs from the two species were on average ~89% identical at the DNA sequence level (data not shown). However, when 671,762 PM soybean probe sequences (25-mer, each probe set in the soybean GeneChip contains 11 PM probes) on the soybean GeneChip (http://www.affymetrix.com) were blasted against the common bean gene index sequences with an e-value cutoff of 0.1, a total of 134,876 probe sequences had hits among bean sequences. About 38% of them showed at least one base mismatch over the 16-25 bp alignment (data not shown). These probes targeting ISV regions can cause problems when using the soybean GeneChip for transcript profiling of common bean. In general, the effect of using a cross-species platform for global transcript profiling of a closely-related species is 1) decreased sensitivity (number of genes detected) and 2) decreased accuracy of measuring differential gene expression (compressed fold-change).

### Overview of the GeneChip data

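Soybean and common bean are legumes whose roots form nodules, the organs in which rhizobia fix N. Labeled cRNA made from RNA of nodule, leaf and root of both species was hybridized to 18 soybean GeneChips, with 3 biological replicates for each of the 3 organs in the 2 species. Leaves and roots were harvested after 3 weeks from plants watered with nutrient solution. Nodules were harvested 3 weeks after inoculation from plants watered with the N-free form of that solution, so nodule also differed from leaf and root in inoculation and N supply. The authors quantile-normalized and background-corrected the probe signals with the affy package and condensed them by RMA into 1 value per probe set and array. The deposited values are signal intensities on a linear scale. In the common bean arrays, probes with signals under 80 in at least 7 of the 9 arrays had been masked before RMA, and no probe was masked in the soybean arrays. Common bean values from before masking were not analysed here. The values covered 37702 probe sets. After 19 probe sets of Phytophthora sojae or Heterodera glycines and 90 control probe sets were left out, 37593 soybean probe sets were tested in soybean and the 36389 with values after masking were tested in common bean. The values were log2-transformed and compared with limma within each species. Genes differing among the 3 organs had a p under 0.0001, an FDR under 0.0015 (limma's moderated F) and a ratio of at least 2-fold in a pair of organs, which are the thresholds that the methods give for the ANOVA. Pairs of organs were compared at an adjusted p under 0.05 and at least 2-fold. A difference between species in the nodule/leaf or nodule/root ratio was tested in a fit over all 18 arrays at the same thresholds. Common bean was inoculated with Rhizobium tropici and soybean with Bradyrhizobium japonicum, so species and symbiont are not separated in nodule. Probe sets carry the names of soybean genes, and a common bean value under such a name is the signal of common bean RNA on the soybean probe set. The replicate arrays of an organ had correlations of their log2 signals from 0.953 to 0.980 in soybean leaf and from 0.978 to 0.999 in the other organs of soybean and in common bean. Between soybean leaf replicates 1 and 3, 4201 probe sets differed at least 2-fold, against at most 88 between nodule replicates and at most 19 between root replicates of soybean. The tests take 1 spread per gene for all organs, so SE and p may be too small where soybean leaf is compared. With 3 arrays per organ, the number of arrays limits the precision.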

To evaluate the utility of the GeneChip^® ^Soybean Genome Array (soybean GeneChip) for transcript profiling of common bean, we hybridized cRNA purified from nodule, leaf, and root of common bean and soybean, in triplicate, to the soybean GeneChip (18 GeneChip hybridizations = 2 species × 3 organs × 3 replicates). To provide an overview of probe set detection call rate ('present' vs. 'absent') for each organ in each species, we condensed the probe signal intensities for each probe set in each GeneChip hybridization using the MAS 5.0 http://(http://www.affymetrix.com). On average, MAS 5.0 called 42.8%, 45.1%, and 49.1% of the probe sets on the GeneChip as "present" for soybean nodule, leaf, and root, respectively. However, the present call rates for the same organs in common bean were decreased to 15.2%, 15.7%, and 17.7%, respectively. The significantly reduced present call rates for common bean reflects a decreased sensitivity to predict a valid transcript profile of common bean.

To explore the overall structure of the GeneChip data in terms of the variance components, we performed a principal component analysis (PCA) on the common bean and soybean GeneChip data. The first principal component accounted for 79.7% of the total variability in the data with the two species separated along the first principal component axis (Figure 1A). The second principal component accounted for 12.2% of the total variability in the data with leaf tissue separated from nodule and root tissue along the second principal component axis (Figure 1A). The results from the PCA suggested that the variation between the two species is more significant than the variation among different organs. It also suggested that the leaf tissue had a more distinct gene expression pattern compared to nodule and root tissue. Nodule and root tissue shared similar gene expression patterns. The large variation between the two species (79.7% of the total variability) may have been caused by the significantly decreased hybridization signal intensity for common bean compared to that for soybean. The shorter distance between leaf and nodule (or root) along the second principal component axis in common bean compared to that of soybean suggested a decreased accuracy of measuring differential gene expression in common bean CSH GeneChip data compared to that of soybean.

**Figure 1:**
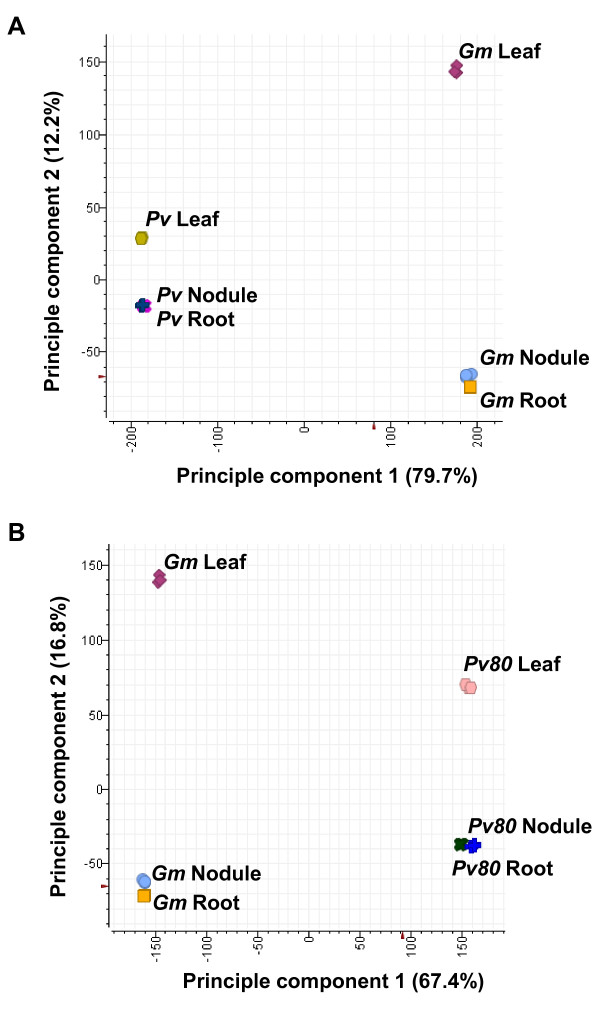
**Principal component analysis of the GeneChip data from nodule, leaf, and root tissue samples of common bean and soybean before (A) and after (B) masking probes with a signal intensity threshold of 80**. The first and second principal components together accounted for about 92% and 84% of the total variation in the data before and after masking, respectively. The percentages represent the variation explained by each principal component. Gm, *Glycine max*; Pv, *Phaseolus vulgaris *L.; Pv80, *Phaseolus vulgaris *L. after masking with signal intensity threshold 80.

### Masking probes targeting inter-species variable (ISV) regions

As an initial step to optimize the common bean CSH GeneChip data, we used a series of hybridization signal intensity thresholds (5, 7, 8, 10, 13, 15, 20, 30, 40, 60, 80, 100, 120, 160, 320, 640) to mask probes with signals below the threshold. For each common bean tissue sample, three biological replicates were collected producing a total of 9 data points per probe (3 tissue types × 3 replicates). For a particular probe (9 data points), all data points were kept if three or more signals were above the signal intensity threshold. Otherwise, all 9 signals were masked (see Methods for details). Next, the signal intensities of retained probes were quantile-normalized and condensed into probe set expression values by RMA [35]. Figure 2 shows the hybridization patterns for a hypothetical probe set (3 tissue types × 3 replicates). Among the 11 PM probes in a probe set, 8 probes with more than 3 signals (out of 9 data points) above the masking signal intensity threshold (red squares) were kept for producing the probe set expression value for each replicate in each tissue type by RMA. However, 3 probes (*) with less than 3 signals above the masking signal intensity threshold were masked and not included for RMA (Figure 2). As expected, the number of probes retained decreased rapidly (from ~672,870 to ~90,789) while the number of probe sets retained decreased gradually (from ~61,170 to ~39,000) as signal intensity threshold increased from zero to 640 (Figure 3A).

**Figure 2:**
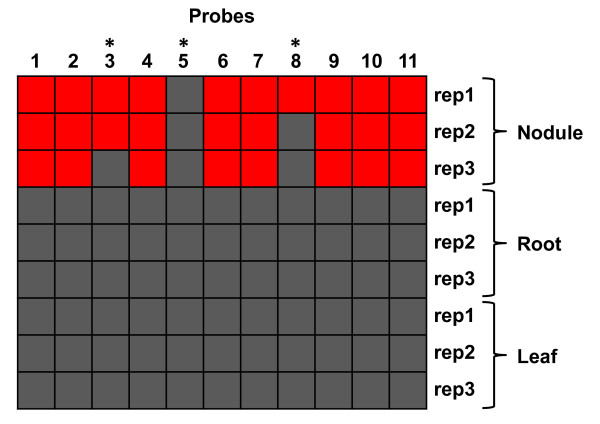
**Masking putative probes targeting ISV regions**. For each common bean tissue sample, three biological replicates were collected producing a total of 9 data points per probe (3 tissue types × 3 replicates). For a particular probe, all data points were kept if three or more signals were above the signal intensity threshold. Otherwise, all 9 signals were masked (see Methods for details). Red and grey squares represent signals above and below the masking signal intensity threshold, respectively. Asterisk, probes with less than 3 signals above the masking signal intensity threshold.

**Figure 3:**
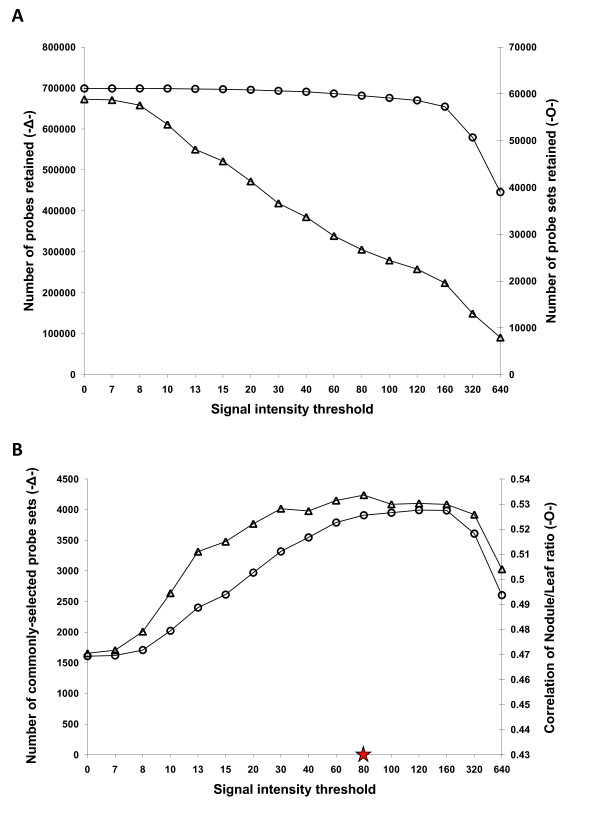
**Selection of the optimum signal intensity threshold for masking probes targeting interspecies-variable regions**. A. The number of probes (triangles) and probe sets (circles) retained after masking probes with a series of signal intensity thresholds. B. Effect of probe masking over a range of signal intensity thresholds (0-640) on the number of probe sets commonly-selected in soybean and common bean (circles) and the correlation of the Leaf/Nodule hybridization intensity ratio for the commonly selected genes (triangles). A signal intensity threshold of 80 (red star) was selected to mask biased probes. Commonly-selected genes are defined as genes exhibiting at least a 2-fold difference in hybridization intensity expression ratio between leaf and nodule tissue (leaf vs. nodule, ≥ 2-fold difference) for both soybean and common bean.

In a previous study, Ji et al. [23] developed a masking protocol to selectively mask probes with poor signal intensity in a probe set putatively targeting ISV regions of the probe set target sequence in the CSH GeneChip data. To evaluate whether masking improved accuracy of measuring differential gene expression, it was hypothesized that different organs (heart, liver) of humans and non-human mammals have similar gene expression patterns. After masking low intensity probes in the CSH microarray data, Ji et al. [23] found an improved correlation for Ln(heart/liver) values between human and mouse GeneChip data. These authors concluded that comparisons of gene expression patterns in defined tissues of related species could be used to optimize CSH studies involving other mammals or plants. In another previous study, Yang et al. [37] conducted transcript profiling using the *Medicago *GeneChip^® ^with elongating stem (ES) and post-elongation stem (PES) internodes from alfalfa genotypes 252 and 1283 that differ in stem cell wall concentrations of cellulose and lignin. To optimize the alfalfa CSH GeneChip data, Yang et al. [37] developed a protocol to mask probes with poor signal intensity in a probe set putatively targeting ISV regions of the probe set target sequence. The masking protocol developed was based on the assumption that the ratio of gene expression in ES and PES internodes (PES/ES) of alfalfa is very similar to that measured in tissues of *Medicago truncatula*. Yang et al. [37] selected a masking signal intensity threshold that maximized the number of differentially expressed genes (PES/ES ≥ 2-fold difference) commonly selected in both species while maintaining a high correlation coefficient of the PES/ES ratio of commonly selected genes between two species. By employing the masking protocol before the CSH GeneChip data analysis, the problems associated with transcript profiling in alfalfa stems using the Medicago GeneChip as a CSH platform were mitigated [37].

The masking protocol employed in this study is based on the assumption that the overall gene expression pattern for common bean nodule and leaf tissue is very similar to that measured in the same tissue of soybean [23,37]. In this study, soybean GeneChip data for nodule and leaf tissue was analyzed in parallel with the common bean CSH GeneChip data masked by a series of signal intensity thresholds to select a masking signal intensity threshold that could optimize both sensitivity and accuracy of measuring differential gene expression. To evaluate the effect of masking on sensitivity, we identified genes (probe sets) with at least a 2-fold difference in expression between soybean leaf and nodule. Next, we identified genes with at least a 2-fold difference in expression between common bean leaf and nodule after masking with each signal intensity threshold. Differentially expressed genes (nodule/leaf ≥ 2-fold difference) commonly identified in both soybean and common bean were referred to as "commonly-selected genes" (Figure 3B). The number of commonly-selected genes increased (from ~1,608 to ~3,992) as the signal intensity threshold increased to a value of 120. This reflected an increase in detection sensitivity (Figure 3B). 

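After masking at 80, 3876 genes differed at least 2-fold between leaf and nodule in both species. Of these genes, 1351 were higher and 2034 were lower in nodule in both species, and 491 went in opposite directions. Sucrose synthase (SS, GmaAffx.90145.1.S1_s_at), which breaks down the sucrose delivered to nodules, had a log2(nodule/leaf) of 7.81 (SE 0.18) in soybean and 8.55 (SE 0.33) in common bean. Carbonic anhydrase CA1 (Gma.8526.1.S1_at) had values of 7.01 (SE 0.11) and 5.65 (SE 0.08). In the other direction, the light-harvesting protein CAB3 (GmaAffx.1301.131.A1_x_at) had values of -5.85 (SE 0.09) and -8.89 (SE 0.08). The largest adjusted p of these 6 ratios in limma was 3.9e-09. A 2-fold difference between leaf and nodule was found for 12710 genes in soybean and 7279 in common bean, and independent lists of these sizes would share 2462 genes. Commonly-selected genes were taken by the difference of the mean log2 signals alone, without a test. The paper chose the masking threshold by their number and correlation on these arrays, so neither is independent evidence of likeness between the species.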

To evaluate the effect of masking on accuracy of measuring differential gene expression, we examined the correlation of the nodule/leaf signal ratio for the commonly-selected genes between two species as the signal intensity threshold was increased. The Pearson correlation coefficient of the nodule/leaf ratio between soybean and common bean increased from 0.47 to 0.53 as the signal intensity threshold increased to a value of 80. This reflected an increase in accuracy of measuring differential gene expression (Figure 3B). 

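Among named genes with low nodule/leaf ratios in both species, the Rubisco activase gene RCA14 (Gma.10987.2.S1_a_at) had a log2(nodule/leaf) of -6.84 (SE 0.13) in soybean and -9.19 (SE 0.07) in common bean, and PSAK (Gma.1992.1.S1_at), a photosystem I subunit, had -6.24 and -9.05 (SE 0.08). The nodulin genes N6L (Gma.8451.1.S1_at) and NOD33 (Gma.1248.1.S1_s_at) had values of 8.97 (SE 0.17) and 7.40 (SE 0.10) in soybean and of 7.34 (SE 0.09) and 7.46 (SE 0.28) in common bean. The common bean leaf signal of NOD33 was 17.7, near the lowest signals on those arrays (16.7 to 16.8), so its ratio there is a lower bound. Across the commonly-selected genes, Pearson's r of log2(nodule/leaf) between species was 0.734 and Spearman's rho was 0.716. The same direction was found for 87.3% of them. The median size of the log2 ratio was 2.35 in soybean and 2.01 in common bean, and 56.5% of the genes had the larger ratio in soybean. Genes are not independent replicates, so no p is given for these correlations. On linear ratios, r was 0.233 for nodule/leaf and, as an alternative chosen after seeing the data, 0.441 for leaf/nodule. From the correlation and the number of commonly-selected genes over the range of thresholds, the paper reasons that masking at 80 raised sensitivity and kept accuracy high.

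**Figure D1:**
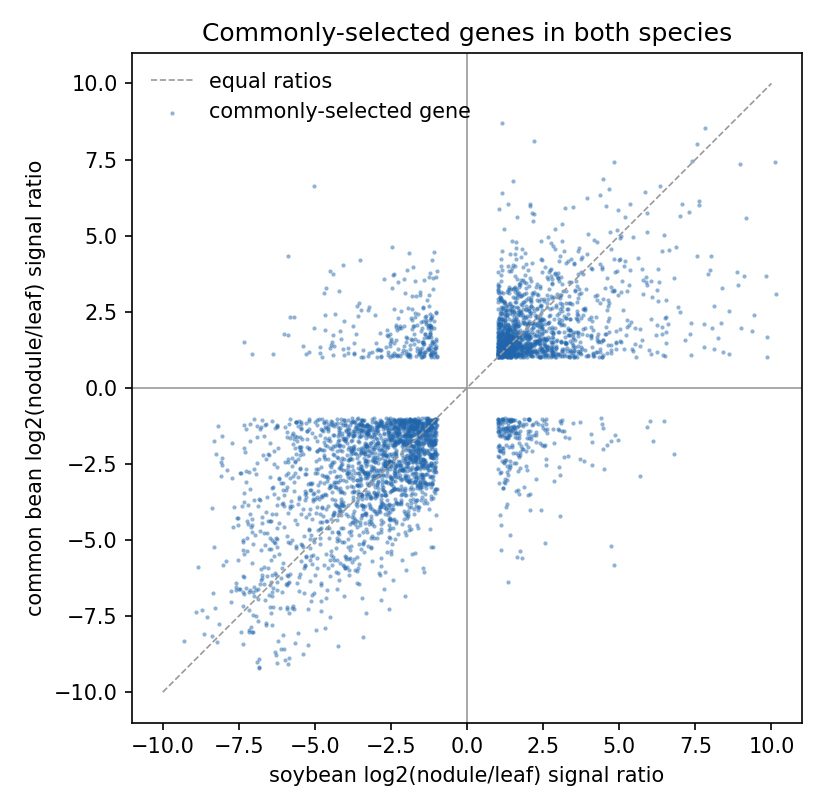
Each point is 1 of the 3876 commonly-selected genes, with its soybean log2(nodule/leaf) on the x axis and its common bean log2(nodule/leaf) on the y axis, as means over 3 arrays per organ. The dashed line marks equal ratios. The 2034 genes lower in nodule in both species lie at the lower left, the 1351 higher in both at the upper right and the 491 with opposite directions in the other corners.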

The number of commonly-selected genes and the calculated Pearson correlation coefficient significantly declined at signal intensity thresholds above 160.

Although the highest number of commonly-selected genes was achieved with a signal intensity threshold of 120, the Pearson correlation coefficient of the nodule/leaf ratio between soybean and common bean was reduced (Figure 3B). However, with a signal intensity threshold of 80 the highest correlation was achieved, with over 59,600 probe sets (about 97% of the total number on the soybean GeneChip) retained (Figure 3A). In addition, over 96% of the soybean probe sets were retained with a signal intensity threshold 80 (data not shown). 

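Of the 37593 soybean probe sets, 36389 (96.8%) had values in common bean after masking, and 1204 were blank in all 9 common bean arrays. None of the 13 purine-ureide pathway genes of Table 1, the 19 probe sets of nodulins and other genes named for nodules or the 26 of leaf photosynthesis was blank. Blank probe sets made up 9 of 106 for MYB and 5 of 103 for WRKY transcription factors, 4 of 63 for isoflavonoid and flavonoid synthesis, 2 of 10 for ferritins, which store iron, and 1 of 99 for bZIP transcription factors. Among the blank probe sets, ALDH2B4 (Gma.8131.1.A1_at), an aldehyde dehydrogenase gene, had a soybean signal of 5891 ± 1151 in leaf and 17.6 ± 1.98 in nodule (SD, n = 3). GSTU41 (Gma.1917.1.S1_at), a glutathione S-transferase gene, had a soybean signal of 2097 ± 273 in root and 31.7 ± 4.05 in nodule (SD, n = 3). The highest soybean signal over organs had a median of 108.3 for blank and 430.2 for retained probe sets. In soybean, 415 of the blank probe sets (34.5%) differed among organs, against 39.9% of the retained ones.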

On the basis of these results, we decided to use a signal intensity threshold of 80 for masking biased probes targeting ISV regions. The use of this masking threshold significantly improved sensitivity (the number of expressed genes detected) while maintaining a high level of accuracy of measuring differential gene expression (accuracy of fold-difference detection).

The effect of masking biased probes of the common bean CSH GeneChip data with a signal intensity threshold of 80 is shown in Figure 4. Overall, masking ISV regions increased the signal intensity of the common bean probe sets (~2-fold). 

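After masking, the median signal per array lay between 69.6 and 74.0 in common bean (mean 72.2 ± 1.44, SD, n = 9 arrays) and between 194.2 and 199.2 in soybean (mean 196.8 ± 1.92, SD, n = 9), a 2.73-fold difference.  Values under 80 made up 53.2% in common bean and 30.5% in soybean.  CAB3 (GmaAffx.1301.131.A1_x_at) had a common bean leaf signal of 12000 ± 721 and RCA14 (Gma.10987.2.S1_a_at) of 15367 ± 115 (SD, n = 3). The soybean nodulin gene N-23 (Gma.266.1.S1_at) had a nodule signal of 33167 ± 924 (SD, n = 3) in soybean and of 74.9 in common bean. The arrays of each species had been quantile-normalized apart from those of the other, which makes their medians nearly equal within a species, so no test between the medians is used here.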

Figure 1B shows the effect of masking biased probes with a signal intensity threshold of 80 on the overall structure of the GeneChip data. The PCA data that was generated after masking showed a similar pattern as the one generated before masking, i.e. soybean and common bean GeneChip data sets were separated along the first principal component axis and the second principal component axis separated leaf from nodule and root (Figure 1B).  Interestingly, the first principal component generated after masking accounted for 67.4% of the total variability in the GeneChip data (Figure 1B). This is a significant reduction from the 79.7% prior to masking (Figure 1A). Additionally, after masking the second principal component accounted for 16.8% of the total variability in the GeneChip data, a significant increase from 12.2% prior to masking (Figure 1A and 1B). The reduced overall variability between the two species and increased variability among different tissues of these species suggested increased accuracy of measuring differential gene expression in common bean CSH GeneChip data after masking with the signal intensity threshold of 80.

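Leaf stood apart from nodule and root in both species after masking. On the second principal component, which held 17.8% of the variability, soybean leaf had a mean score of 198.0 ± 3.66, soybean nodule of -87.1 ± 1.43 and soybean root of -101.4 ± 0.434 (SD, n = 3). The scores of common bean were 98.2 ± 1.44 for leaf, -54.0 ± 0.717 for nodule and -53.7 ± 0.188 for root. The first component held 67.2% and parted the species, with mean scores from 199.9 to 220.3 in soybean and from -221.2 to -204.4 in common bean. Nodule and root were parted by the third component (6.91%), on which soybean nodule had -119.9 ± 0.978 and root 110.4 ± 1.58, and common bean nodule -21.9 ± 0.954 and root 29.0 ± 0.386. The distance between leaf and nodule on the second component was 285.1 in soybean and 152.2 in common bean, a ratio of 0.534. It was larger in both species than the spread between replicates. When all 18 arrays were quantile-normalized together, the distances were 239 and 209 and their ratio was 0.878. Nodule and root arrays had correlations from 0.846 to 0.854 in soybean and from 0.902 to 0.911 in common bean, against 0.701 to 0.718 and 0.724 to 0.735 for nodule and leaf. From the smaller share of the species and the larger share of the organs after masking, the paper proposes that accuracy of measuring differential gene expression increased.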

**Figure 4:**
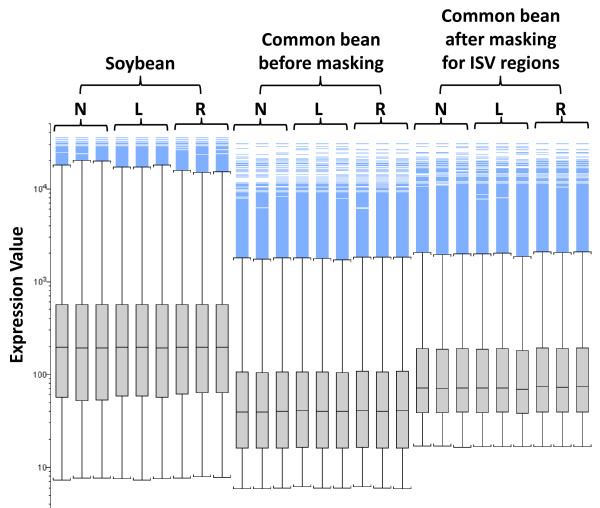
**Box plots of 9 GeneChip data sets (3 tissue types × 3 replications) from soybean and common bean before and after masking for ISV regions (signal intensity threshold = 80)**. Blue lines simply represent outliers.

To test the effectiveness of the masking strategy employed in this study for flagging probes targeting the ISV regions, we examined the homology between soybean probe targets (25-mer) and common bean EST sequences using the BLASTN program. A signal intensity threshold of 80 was also used for this examination. A total of 85,118 out of 301,621 soybean probes retained with a signal intensity threshold of 80 had common bean EST hits. A total of 48,885 out of 367,256 soybean probes masked with the signal intensity threshold of 80 also had common bean EST hits. Interestingly, the average number of mismatched bases between the soybean probe target sequences and common bean ESTs for the masked probes was over twice the number of the retained probes (0.45 vs. 1). This result verifies the effectiveness of the masking strategy applied in this study for flagging putative biased probes targeting ISV regions. Although these results provide support for the validity of the masking methodology used in this study, caution needs to be exercised in interpreting the data. The comparison is based on the limited number of common bean EST sequences that are currently available in the public database. Another factor to consider in the interpreting these results is the observation that location of a sequence mismatch can influence the degree of probe hybridization. Only sequence mismatches located near the center of a probe can affect target hybridization and probes often can endure mismatches located near the ends. Thus, the number of mismatches per probe cannot absolutely reflect probe target hybridization efficiency in a CSH study. In addition, the masking protocol used in this study is only an optimization tool, not an absolute solution for correcting bias in the CSH GeneChip data. For example, intensity-based masking protocol can be biased toward abundant transcripts. It could over-mask probes as well even though the masking signal intensity threshold determined the maximized number of commonly-selected genes in both species while maintaining a high correlation coefficient for the Nodule/Leaf ratio of commonly-selected genes between the two species. Thus, for the candidate genes selected for downstream experiments, such as functional characterization, it is important to validate the CSH GeneChip data using other techniques such as qRT-PCR.

### Effect of masking on detection of differentially-expressed genes

We used an ANOVA (*p*-value < 0.0001, FDR < 0.0015) with an additional cutoff of a 2-fold ratio in a pair-wise comparison (i.e., nodule vs. leaf; nodule vs. root; root vs. leaf) to identify genes that were differentially expressed within taxa among three different organs of soybean (Additional file 1) and common bean (Additional file 2). 

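Named genes with high nodule/leaf ratios in soybean included nodulin genes. N-23 (Gma.266.1.S1_at) had a log2(nodule/leaf) of 10.26 (SE 0.11, adjusted p = 1.8e-11 in limma), N-22 (Gma.19.1.S1_at) of 9.86 (SE 0.14) and N-44 (Gma.265.1.S1_at) of 9.85 (SE 0.09). SACPD-C (Gma.2857.1.S1_at), a stearoyl-acyl carrier protein desaturase gene, had 9.63 (SE 0.23), the early nodulin ENOD93 (Gma.13.1.S1_at) with 9.42 (SE 0.11) and the hemoglobin gene GLB3 (Gma.488.1.S1_at) with 9.36 (SE 0.15). A probe set described as nodulin-like (Gma.9669.1.S1_at) had 10.16 and PC7 (Gma.320.1.S1_at) had 9.47. The leaf signal of N-23 (Gma.266.1.S1_at) was 27.3 and that of PC7 (Gma.320.1.S1_at) 14.7, low signals that limit how high a ratio can be, so the order of these genes is not exact. Named genes with low ratios included a probe set described as HCF164 (Gma.16678.1.S1_s_at) with -8.86 (SE 0.08), while another with that description (GmaAffx.92537.1.S1_at) had 8.77 (SE 0.12), CHLH (Gma.1796.1.S1_at), a subunit of the magnesium chelatase of chlorophyll synthesis, with -8.64 (SE 0.19), and the aquaporin PIP2-8 (Gma.11116.4.S1_at) with -8.38 (SE 0.08). P42-1 (Gma.10620.1.S1_at) had -8.33, the proline-rich protein PRP3 (GmaAffx.74830.1.S1_s_at) -8.31 and a probe set described as the cell wall enzyme GAE1 (Gma.17726.1.S1_at) -8.17. Against root, ENOD93 was higher in nodule by 9.33 (SE 0.11) on the log2 scale, the nodulins N-70 (Gma.8426.1.S1_at) by 9.13, N6L (Gma.8451.1.S1_at) by 8.83, N-21 (Gma.23.1.S1_at) by 8.74 and N-56 (Gma.8424.1.A1_at) by 8.60, the trypsin inhibitor KTI1 (Gma.16043.1.S1_at) by 8.33 and the cytosolic glutamine synthetases GS1-GAMMA (Gma.4.1.S1_at) and GS1GAMMA2 (Gma.1104.1.S1_at) by 8.28 and 8.23. Genes lower in nodule than in root included the nitrate transporter NRT2 (Gma.8482.1.S1_at), 64.0-fold lower, the cytochrome P450 CYP82A3 (Gma.3136.1.S1_s_at) with -5.80 (SE 0.16) and the osmotin-like protein OLPb (GmaAffx.92230.1.A1_s_at) with -5.59 (SE 0.18). In all, 14931 of 37593 genes (39.7%) differed among the organs. Between pairs of organs, 6355 genes were higher and 6241 lower in nodule than in leaf, 4240 higher and 5468 lower in nodule than in root, and 6685 higher and 5585 lower in root than in leaf. The methods' ANOVA at its thresholds called 10847 genes (28.9%).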

The Venn diagram in Figure 5 shows the number of differentially expressed genes identified. Masking biased probes using a signal intensity threshold of 80 increased the number of differentially-expressed genes identified in common bean by 2.8-fold (2,260 vs. 6,244). 

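Among named genes with high nodule/leaf ratios in common bean, besides sucrose synthase, N6L and NOD33, a probe set described as IMP dehydrogenase (GmaAffx.90488.1.S1_s_at) had a log2(nodule/leaf) of 6.53 (SE 0.08, adjusted p = 7.6e-13 in limma), a probe set described as glutamine synthetase (Gma.4375.1.S1_s_at) of 5.99 (SE 0.08) and the PEP carboxylase gene PEPC7 (Gma.62.1.S1_a_at) of 5.75 (SE 0.13). Among named genes, the lowest ratios were those of photosynthesis genes. A probe set described as the photosystem I subunit PSAH2 (Gma.15376.1.A1_a_at) had -9.21 (SE 0.08), a light-harvesting protein described as LHB1B1 (Gma.4593.1.S1_a_at) had -9.06 (SE 0.08) and PSAD, another subunit of photosystem I, (Gma.10852.1.S1_a_at) had -8.74 (SE 0.09). Against root, a probe set described as an acid phosphatase (Gma.1822.1.S1_s_at) was higher in nodule by 5.21 (SE 0.16) on the log2 scale, the MYB gene MYB13 (Gma.162.1.A1_x_at) by 4.53 (SE 0.28), NOD33 by 4.16 and the isoflavone reductase gene IFR1 (Gma.5269.1.S1_a_at) by 3.78 (SE 0.11). The chalcone synthase gene CHS8 (Gma.4300.3.S1_s_at) had -5.66 (SE 0.17), the trypsin inhibitor KTI-3 (Gma.6231.1.S1_at) -5.35 (SE 0.20), MYB73 (Gma.7250.1.S1_s_at) -5.29 (SE 0.10) and a probe set described as a B-type cyclin (Gma.8436.1.S1_s_at) -4.50 (SE 0.11). After masking, 9247 of 36389 genes (25.4%) differed among the organs in common bean, of which 5254 (56.8%) also differed in soybean. Independent lists would share 3689 genes. The methods' ANOVA called 6235 genes (17.1%), of which 3127 were also called in soybean. Between pairs of organs, 3702 genes were higher and 3568 lower in nodule than in leaf, 1543 higher and 1966 lower in nodule than in root, and 3884 higher and 3159 lower in root than in leaf. For nodule and leaf, 1346 genes were higher and 2024 lower in nodule in both species. For nodule and root, 468 were higher and 985 lower in both, and for root and leaf 1700 were higher and 1972 lower in root in both.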

Over 90% of the genes originally identified before masking were also identified after masking with an additional 4,189 newly identified genes (Figure 5). We estimate that the 204 genes identified prior to masking, but not included after masking, might have been putative false positives; 4,189 genes newly detected after masking might have been putative false negatives caused by ISV regions in the original GeneChip data (Figure 5).

**Figure 5:**
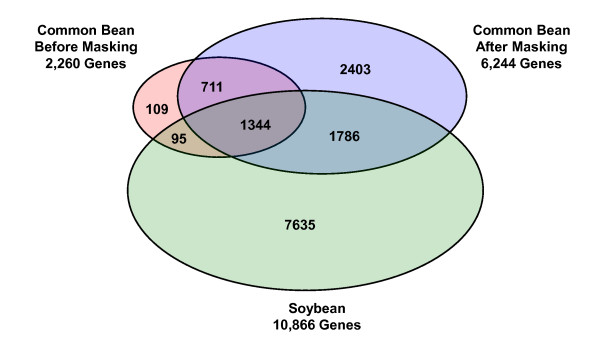
**Venn diagram showing numbers of overlapping and non-overlapping genes differentially expressed among three different organs of soybean and common bean before masking and after masking for ISV regions (threshold = 80)**. Differentially expressed genes were identified after an ANOVA (*p*-value < 0.0001, FDR < 0.0015) with an additional cutoff of a 2-fold ratio in pair-wise comparisons (i.e., nodule vs. leaf; nodule vs. root; root vs. leaf).

### Validation of masking protocol by qRT-PCR with 20 randomly selected genes

To independently validate the masking protocol employed and the GeneChip data produced in this study, we performed qRT-PCR of 20 genes randomly selected from a list of genes identified before and after masking (Figure 5). 

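Of the 20 randomly selected genes, 11 were higher in common bean leaf, 8 were higher in nodule and 1 was not called, with a log2(leaf/nodule) of 0.90 (SE 0.12). The counts were the same when adjusted over the list alone. The study chose these genes on these arrays, so their counts are not independent evidence. Their ratios ran from -3.00 (SE 0.28) to 4.75 (SE 0.15). PIP1-8, an aquaporin of the plasma membrane, was higher in leaf by 3.80 (SE 0.09, adjusted p = 4.8e-11 in limma), with signals of 5058 ± 116 in leaf and 365 ± 28.8 in nodule (SD, n = 3). PHR had 2.21 (SE 0.20), a gene described as APR1 had 1.30 (SE 0.09) and CYP34 had 1.49 (SE 0.10). In soybean, 9 of the genes were called in the same direction and CYP34 was called in the opposite one, with a log2(leaf/nodule) of -1.68. PIP1-8 had a soybean value of -0.07 and was not called. All 20 genes differed among the common bean organs in limma's moderated F test after masking, and 16 of them also by the test of the methods.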

Among the 20 genes selected for validation, 5 were detected only before masking, 5 were detected both before and after masking, and 10 were detected only after masking. We plotted ΔΔC_T _values obtained from the qRT-PCR data (*x-axis*) against log_2_(Leaf/Nodule) ratio values from the GeneChip data from both before (Δ) and after (o) masking (*y-axis*) (Figure 6). A previous study showed that the ΔΔC_T _value from qRT-PCR is linear to the log gene expression ratio between two samples [38]. The results showed a positive linear relationship between the ΔΔC_T _value from qRT-PCR and the log ratio both before and after masking (Figure 6). Masking slightly increased the *Pearson *correlation coefficient (*R*) from 0.86 to 0.87 (Figure 6).

**Figure 6:**
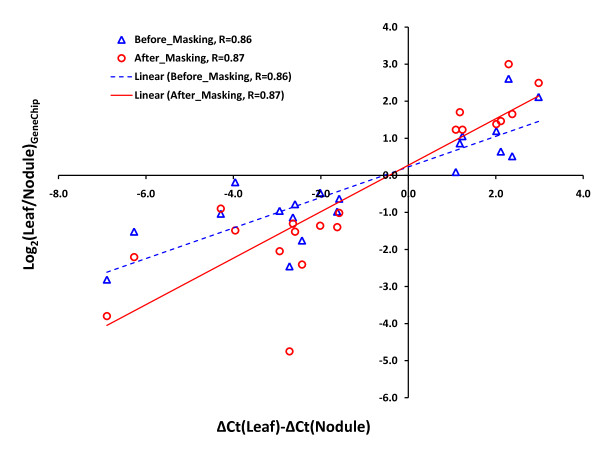
**qRT-PCR validation of the common bean CSH GeneChip data**. A total of 20 randomly selected genes were used for qRT-PCR validation. ΔΔCT values obtained from the qRT-PCR data were plotted against log_2_(Leaf/Nodule) hybridization intensity ratio values from the GeneChip data before (blue triangles) and after (red circles) masking. R, Pearson correlation coefficient.

### Overview of the transcript profiles in common bean and soybean

Probe sets on the soybean GeneChip were functionally classified using the MapMan gene functional classification system [39] (see Methods for details). We performed a Fisher's exact test to identify functional classes over- or under-represented among differentially expressed genes in each species. With a given number of genes in each class, the Fisher's exact test examines whether the number of genes in each class occurred only by chance (see Methods for details). We identified numerous functional class over- or under-represented among genes up- or down-regulated in nodule compared to leaf and root tissue in common bean and soybean (Additional file 3). Gene functional class over-representation analysis revealed differences in transcript enrichment patterns between common bean and soybean. For example, fermentation and bZIP transcription factor family classes were over-represented among genes up-regulated in soybean but not in common bean nodules. On the other hand, brassinosteroid biosynthesis genes (BR6OXs) were significantly overrepresented among genes up-regulated in common bean but not in soybean nodules. 

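Probe sets of genes named for nodules had much larger nodule/leaf ratios in soybean than in common bean. Low signal of common bean RNA on soybean probes, separate normalization, a choice of genes by soybean names and a difference between the species were not told apart. Of 19 probe sets of nodulins and other genes named for nodules, 14 were higher in nodule than in leaf in soybean, with a median log2 ratio of 8.48, and 7 were higher in common bean, with a median of 0.54. N-23, N-44 and N-56 had common bean values of 0.50 (SE 0.14), 0.26 (SE 0.09) and 0.40 (SE 0.13) and did not reach 2-fold, with signals under 80 in all 3 organs (Gma.266.1.S1_at, Gma.265.1.S1_at and Gma.8424.1.A1_at). N-21 (Gma.23.1.S1_at) had 8.88 (SE 0.08) in soybean and 3.80 (SE 0.09) in common bean. The list was called in both species (adjusted p = 1.2e-06 in soybean and 7.1e-04 in common bean, camera). Its median difference between species was -7.02 (adjusted p = 9.9e-07). With an estimated correlation the adjusted p was 0.015 in soybean, 0.038 in common bean and 0.0017 for the difference. The list holds soybean genes named for nodules, so its call in soybean nodule was nearly fixed by the choice of genes. That choice may also add to the difference between species. Of the enzymes of ammonia assimilation, 14 of 19 were higher and 1 was lower in soybean nodule than in leaf (median 1.42, adjusted p = 7.6e-05, and 0.156 with an estimated correlation). In common bean, 5 of 17 were higher and 3 lower (median 0.44, adjusted p = 0.445). Their median difference was -1.51 (adjusted p = 0.0016, and 0.118 with an estimated correlation). The asparagine synthetase gene AS2 (Gma.15625.1.S1_a_at) was higher in soybean nodule than in leaf by 1.65 (SE 0.12) and in common bean had -5.57 (SE 0.13). Heat shock proteins were higher in nodule than in leaf for 13 of 18 probe sets in soybean (median 1.70, adjusted p = 4.9e-04, and 0.379 with an estimated correlation) and for 4 of 16 in common bean (median 0.42, adjusted p = 0.159). HSP22.3 had 4.06 in soybean. The difference between species had an adjusted p of 0.048, and of 0.618 with an estimated correlation.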

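Of 99 bZIP transcription factor probe sets, 35 were higher and 11 lower in soybean nodule than in leaf, and 53 were not called. BZIP110 had log2(nodule/leaf) values of 6.85 (SE 0.19, GmaAffx.23239.1.S1_s_at) and 5.74 (SE 0.13, GmaAffx.5069.3.S1_at), and BZIP72 (Gma.5565.1.S1_at) had 5.54 (SE 0.12). In common bean, 11 of 98 were higher, 5 were lower and 82 were not called. There BZIP110 (GmaAffx.23239.1.S1_s_at) had 4.64 (SE 0.23), BZIP61 (GmaAffx.21313.3.S1_at) 3.89 (SE 0.11) and the G-box binding factor SOYGBFA (Gma.7256.1.S1_at) 3.17 (SE 0.16). SOYGBFA went the other way in soybean, with -4.21 (adjusted p = 1.2e-05 in limma). The list had a median of 0.50 in soybean (adjusted p = 0.0028, camera, and 0.379 with an estimated correlation) and of 0.19 in common bean (adjusted p = 0.286). Its median difference between species was -0.42 (adjusted p = 0.025, and 0.562 with an estimated correlation). Against root, 21 were higher and 15 lower in soybean nodule (median 0.17, adjusted p = 0.206), and 6 were higher and 10 lower in common bean nodule (median 0.02, adjusted p = 0.778). The counts are over all genes tested. No gene name in the sources used here matched a fermentation class.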

A previous study involving common bean EST analysis also suggested a unique gene expression pattern in common bean nodules compared to nodules of other legume species such as *Medicago truncatula *and soybean [6]. 

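Genes of leaf photosynthesis were lower in nodule than in leaf in both species. They were lower for 20 of 26 probe sets in soybean (median log2 ratio -5.49, adjusted p = 3.4e-12, camera) and for 16 of 26 in common bean (median -3.98, adjusted p = 1.6e-10), and 1 was higher in common bean. With an estimated correlation the adjusted p was 0.015 and 0.0096. Aquaporins, the channels of water and small solutes, were lower in nodule than in leaf for 16 and higher for 3 of 33 probe sets in soybean (median -1.09, adjusted p = 5.5e-05, and 0.344 with an estimated correlation). In common bean they were lower for 23 and higher for 1 of 32 (median -1.92, adjusted p = 2.6e-10, and 0.023 with an estimated correlation). Against root they were lower for 23 and higher for 1 in soybean (median -1.81, adjusted p = 2.4e-07, and 0.204 with an estimated correlation), and lower for 18 and higher for 1 in common bean (median -1.21, adjusted p = 6.0e-10, and 0.037 with an estimated correlation). The mean log2 signal of the aquaporins in soybean leaf was 9.63, 10.09 and 10.36 in replicates 1, 2 and 3. In common bean, PIP1-1 had a log2(nodule/leaf) of -4.51 (SE 0.19) and PIP1-7 a log2(nodule/root) of -4.02 (SE 0.11). PIP2-8 (Gma.11116.4.S1_at) had -0.10 (SE 0.09) against leaf in common bean and was not called. Genes that supply carbon to nodules were higher in nodule than in leaf for 15 and lower for 3 of 20 probe sets in soybean (median 2.23, adjusted p = 4.9e-04, and 0.261 with an estimated correlation), and higher for 8 and lower for 2 of 19 in common bean (median 0.44, adjusted p = 0.020, and 0.285 with an estimated correlation). Against root, 12 were higher and 4 lower in soybean (median 1.24, adjusted p = 0.0030, and 0.247 with an estimated correlation), and 4 were higher and 1 lower in common bean (median 0.29, adjusted p = 0.0014, and 0.180 with an estimated correlation). CA1 (Gma.8526.1.S1_at) was higher in nodule than in root by 7.19 (SE 0.11) on the log2 scale in soybean and had 0.50 in common bean.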

Contrary to differences in transcript functional class representation in nodules of soybean and common bean, we also found many functional classes that were over-represented in both. For example, the purine biosynthesis class was significantly over-represented among genes up-regulated in both soybean and common bean nodules (Additional file 3).

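All 13 purine-ureide pathway genes of Table 1 were higher in nodule than in leaf and than in root in common bean, and 12 of the 13 were in soybean. The counts were the same when adjusted over the list alone. The paper gives all 13 as detected on these arrays after masking and does not say how they were chosen. So neither the counts nor the tests of this list are taken as independent evidence of the direction. The list's median log2(nodule/leaf) was 3.52 in soybean (adjusted p = 2.5e-06, camera, and 0.015 with an estimated correlation) and 3.84 in common bean (adjusted p = 2.6e-10, and 0.023 with an estimated correlation). Its median log2(nodule/root) was 2.35 (adjusted p = 2.3e-08, and 0.010 with an estimated correlation) and 1.65 (adjusted p = 3.3e-12, and 0.037 with an estimated correlation). A list of purine and ureide synthesis genes taken from gene symbols held 10 probe sets, some of them those of Table 1. All 10 were higher in soybean nodule than in leaf (median 4.80, adjusted p = 2.5e-06, and 0.117 with an estimated correlation), and 5 were in common bean (median 1.16, adjusted p = 0.0022, and 0.0915 with an estimated correlation). Against root, all 10 were higher in soybean nodule (median 3.43, adjusted p = 1.4e-07, and 0.105 with an estimated correlation), and 4 were in common bean (median 0.53, adjusted p = 0.0026, and 0.101 with an estimated correlation). In common bean the members with the highest ratios to leaf were the uricase gene UR2, with log2 ratios of 5.12 (SE 0.09) and 4.06 (SE 0.09) on separate probe sets. The paper reports classes enriched in nodules of 1 species only, and many others enriched in both.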

### Purine pathway genes: marker genes up-regulated in both common bean and soybean nodules

In *rhizobi*a-infected nodules of tropical legumes such as soybean and common bean, nitrogen (N) fixed by bacterial nitrogenase in the form of NH_3 _or NH_4_^+ ^is assimilated by host plants initially through the amide (Gln) pathway. Subsequent steps involve the purine pathway which yields inosine monophosphate (IMP) followed by the formations of ureides (allantoin and allantoic acid). In these legumes, ureides synthesized in the nodules are loaded into the xylem, transported to the leaves, and used as a major source of N in the leaves. Thus, up-regulation of genes for the purine pathway enzymes in nodules compared to other organs is the most significant feature of the symbiosis in ureide-forming legumes [40,41]. The purine pathway involves 10 enzymatic steps with nine genes to synthesize IMP from phosphoribosyl pyrophosphate (PRPP) (Figure 7) [42]. These purine pathway genes are excellent marker genes for validating transcript profiling data involving nodule-specific or nodule-preferential gene expression. A MapMan overview of the purine biosynthesis pathway shows genes preferentially expressed in nodule (blue) versus leaf (red) in common bean (Figure 7A) and soybean (Figure 7B). 

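Of the 13 genes of Table 1, 12 were higher in nodule than in leaf in both species. The lowest of the soybean ratios among these genes was that of ADK, adenylate kinase (GmaAffx.92905.1.S1_s_at), with a log2(nodule/leaf) of 1.74 (SE 0.13), and the highest were those of SAICARS (Gma.4693.1.S1_at) with 4.93 (SE 0.09) and GART (Gma.16.1.S1_s_at) with 4.91 (SE 0.12). In common bean the lowest was GARS (Gma.8431.1.S1_at), with 1.76 (SE 0.12), and the highest was IMPDH (Gma.1685.1.S1_at), IMP dehydrogenase, with 6.32 (SE 0.14). SAICARS had 5.20 (SE 0.16) in common bean. The 2 ratios of SAICARS were not told apart (difference 0.27, SE 0.20, adjusted p = 0.251 in limma). AIRC (Gma.7887.1.S1_at) had 3.90 (SE 0.10) in soybean and 3.25 (SE 0.08) in common bean. FGARAT (Gma.12152.1.S1_at), ASAL (GmaAffx.86903.1.S1_at), AICART (GmaAffx.89959.1.S1_at), APRT (Gma.5292.1.S1_a_at) and uricase (GmaAffx.93267.1.S1_s_at) had log2 ratios from 2.67 to 3.77 in soybean and from 3.57 to 4.29 in common bean. Allantoinase (GmaAffx.87486.1.S1_at), which opens the ring of allantoin, had -0.56 (SE 0.13, adjusted p = 0.0044, under 2-fold) in soybean, and was higher in common bean nodule by 2.17 (SE 0.10, adjusted p = 1.9e-08) on the log2 scale. The first enzyme of the pathway, PRAT, is not in Table 1.

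**Figure D2:**
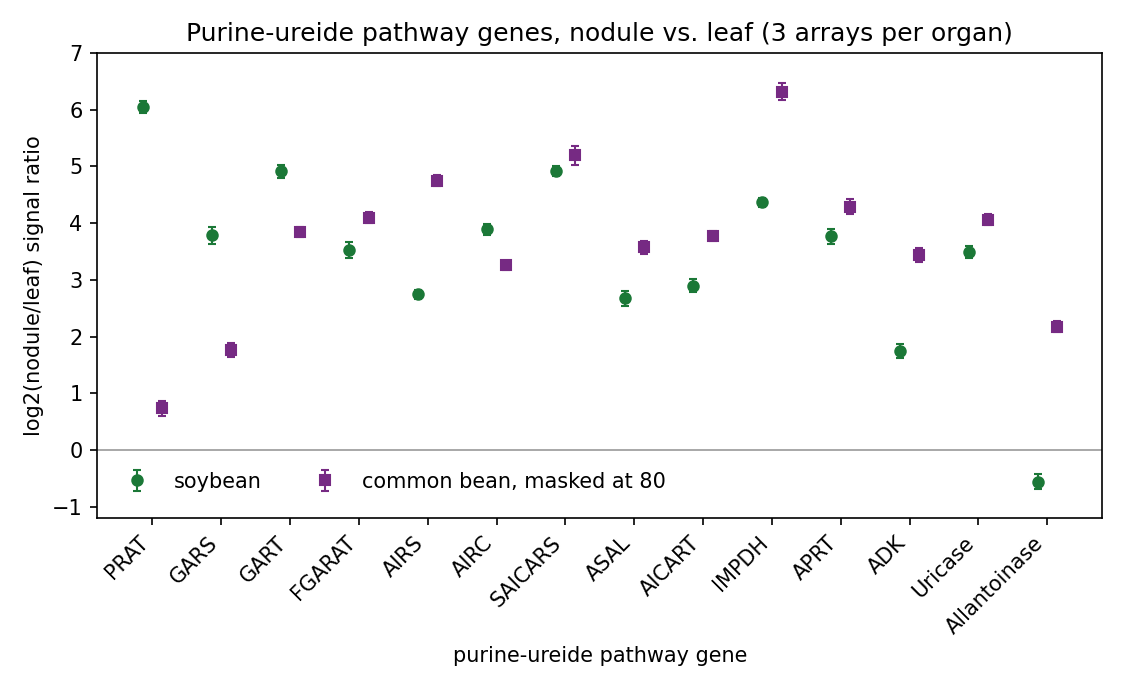
The x axis gives PRAT and the 13 purine-ureide pathway genes of Table 1, and the y axis their log2(nodule/leaf) signal ratio. Circles are soybean and squares are common bean after masking at 80, as means over 3 arrays per organ with bars of 1 SE. Allantoinase in soybean, at -0.56, is the only point under 0, and PRAT has the widest gap between species, with 6.05 in soybean and 0.73 in common bean.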

In general, identical genes for enzymes in each step of the purine pathway were up-regulated in both common bean and soybean nodules. However, even after masking, decreased sensitivity and accuracy of measuring differential gene expression could still be observed in the common bean data. 

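PRAT, which catalyzes the first step of the pathway, was higher in soybean nodule (12833 ± 764) than in leaf (195 ± 23.4, SD, n = 3). Its common bean signals were 279 ± 49.5 in nodule and 167 ± 19.8 in leaf (SD, n = 3), a log2 ratio of 0.73 (SE 0.13) that did not reach 2-fold. The difference in log2(nodule/leaf) between species was -5.32 (SE 0.18, adjusted p = 1.2e-13 in limma). Of the 13 genes of Table 1, GARS had a lower ratio in common bean, by -2.03 (SE 0.20, adjusted p = 1.2e-07), and so had GART, by -1.07 (SE 0.15, adjusted p = 1.1e-05). A higher ratio in common bean was found for allantoinase, by 2.74 (SE 0.17, adjusted p = 3.9e-10), AIRS (Gma.5959.1.S1_at), by 2.01 (SE 0.13), IMPDH, by 1.95 (SE 0.17), and ADK, by 1.69 (SE 0.18). The other 7 genes differed by less than 2-fold. Relative to root, 6 of the 13 genes had a lower ratio in common bean and 1 had a higher ratio. Another IMP dehydrogenase gene, IMPDH1, had a log2(nodule/leaf) of 5.50 (SE 0.16) in soybean, and its ratio was lower in common bean by -4.54 (adjusted p = 1.9e-12). Over all genes, 6410 had a higher and 6185 a lower nodule/leaf ratio in common bean than in soybean, and 5109 had a higher and 4517 a lower nodule/root ratio.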

The results also show that common bean and soybean used different gene family members to catalyze steps in the purine pathway. For example, Gma.8500.1.S1_at, formylglycinamide ribonucleotide amidotransferase (FGARAT), and GmaAffx.33029.1.S1_at, aminoimidazolecarboximide ribonucleotide transformylase (AICART), were up-regulated in common bean but not in soybean nodules (Figure 7). 

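The FGARAT family member Gma.8500.1.S1_at was higher in nodule than in leaf in common bean by 3.77 on the log2 scale (SE 0.15, adjusted p = 4.7e-09 in limma) and in soybean by 2.98 (SE 0.30, adjusted p = 1.9e-05). FGARAT converts formylglycinamide ribonucleotide to its amidine in the middle of the pathway. Its signals were 3486 ± 240 in nodule and 261 ± 66.0 in leaf in common bean, and 2785 ± 403 and 376 ± 156 in soybean (SD, n = 3). The AICART family member GmaAffx.33029.1.S1_at, for the enzyme that adds the last carbon of the purine ring, was 4.30-fold higher in nodule than in leaf in common bean (adjusted p = 1.8e-08) and 5.45-fold higher in soybean (adjusted p = 7.4e-06). Its signals were 168 ± 4.53 and 39.3 ± 4.84 in common bean, and 1441 ± 377 and 261 ± 50.9 in soybean (SD, n = 3). The difference in log2(nodule/leaf) between species was 0.78 (SE 0.35, adjusted p = 0.063) for the FGARAT member and -0.34 (SE 0.24, adjusted p = 0.236) for the AICART member, which ranged from -0.58 to -0.17 with 1 array left out and was not called. Without soybean leaf replicate 3, the difference for the FGARAT member was 1.19 and passed the threshold. By the test of the methods, both members differed among organs in common bean and neither did in soybean.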

To further test the validity of our CSH GeneChip data, we measured the expression of 13 purine-ureide pathway genes using qRT-PCR (Table 1). Among the 13 purine-ureide pathway genes selected for qRT-PCR validation, 8 were detected both before and after masking and 5 were detected only after masking. The qRT-PCR results revealed that all of the purine-ureide pathway genes examined in common bean were significantly up-regulated in nodule relative to leaf tissue. This suggests a significantly increased detection power (sensitivity) after masking (8 vs. 13 true positives) (Table 1). In addition, masking increased the *Pearson *correlation coefficient (*R*) between the ΔΔC_T _value from the qRT-PCR and the log ratio value from the CSH GeneChip data from -0.1 to 0.5 (Table 1). These *Pearson *correlation coefficient values produced before and after masking are significantly lower than those shown in Figure 6. This is because all of the purine-ureide pathway genes examined were up-regulated in nodules compared to leaf tissue within a narrow range of the expression ratio (0.1 - 3.8 before masking) (Table 1). 

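After masking, all 13 purine-ureide pathway genes differed among the common bean organs, both in limma's moderated F test and by the test of the methods. The largest adjusted p for nodule and leaf was 4.4e-07, that of GARS, with signals of 732 ± 123.4 in nodule and 215 ± 9.56 in leaf (SD, n = 3). The largest ratio was that of IMPDH, with 1801 ± 348 in nodule and 22.3 ± 0.382 in leaf. AIRS, with 813 ± 28.9 in nodule and 30.4 ± 3.92 in leaf, and AICART, with 299 ± 36.0 and 21.8 ± 0.755, had leaf signals under the masking threshold of 80, as had IMPDH, APRT and uricase.  In common bean root, the 13 genes had signals between those of leaf and nodule, and their log2(nodule/root) ran from 1.00 (SE 0.09) for uricase, which oxidizes urate on the way to allantoin, to 2.74 (SE 0.09) for AICART. How the study chose these genes is not stated.  From the genes called before and after masking, and from qRT-PCR ratios that were above 0 for all of them, the paper proposes that masking increased detection power.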

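IMPDH had the highest log2(nodule/leaf) of the 13 genes on the common bean arrays and GARS the lowest. Across the 13 genes of Table 1, the array ratio after masking and the paper's ΔΔC_T value had a Pearson's r of 0.545 (permutation test over the genes, two-sided, 100000 resamples, p = 0.0517, adjusted p = 0.0675 over the 2 coefficients) and a Spearman's rho of 0.525 (permutation test, p = 0.0675). Without IMPDH and GARS, the genes farthest from the median array ratio, r was 0.711. These genes pull r in opposite ways. IMPDH was highest in both measures, and GARS joined the lowest array ratio with a high ΔΔC_T value. No r was computed without IMPDH alone, so 0.711 does not show that r holds without that gene. Genes are not independent replicates. With both the array ratio and the qRT-PCR value on a linear scale, r was 0.710 (permutation test, p = 0.0225, not adjusted). A linear scale gives more weight to the highest values, which were those of IMPDH.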

Overall, the increased positive correlation between the two data sets after masking indicates the increase in accuracy of measuring differential gene expression obtained using the masking protocol.

**Table 1:** Purine-ureide pathway genes used for qRT-PCR validation.

		ANOVA^1^		**Log_2_(N/L)**^2^		
			
Annotation	Probe Set ID	No mask	Mask	No mask	Mask	ΔΔC_T_

GAR Synthetase [GARS (*pur2*)]	Gma.8431.1.S1_at	**-**	**+**	0.9	1.8	5.5
GAR transformylase [GART (*pur3*)]	Gma.16.1.S1_s_at	**+**	**+**	2.6	3.8	4.5
FGAR amidotransferase [FGARAT (*pur4*)]	Gma.12152.1.S1_at	**+**	**+**	3.8	4.1	5.3
AIR synthase [AIRS (*pur5*)]	Gma.5959.1.S1_at	**-**	**+**	1.3	4.7	4.1
AIR carboxylase [AIRC (*pur6*)]	Gma.7887.1.S1_at	**+**	**+**	1.8	3.3	3.1
SAICAR synthetase [SAICARS (*pur7*)]	Gma.4693.1.S1_at	**-**	**+**	0.1	5.2	5.4
SAICAR lyase [ASAL (*pur8*)]	GmaAffx.86903.1.S1_at	**+**	**+**	3.4	3.6	2.6
AICAR transformylase/IMP synthase [AICART (*pur9/10*)]	GmaAffx.89959.1.S1_at	**+**	**+**	2.8	3.8	4.0
IMP dehydrogenase [IMPDH]	Gma.1685.1.S1_at	**-**	**+**	1.4	6.3	7.1
Adenine phosphorybosyltransferase [APRT]	Gma.5292.1.S1_a_at	**+**	**+**	3.6	4.3	3.5
Adenylate kinase [ADK]	GmaAffx.92905.1.S1_s_at	**+**	**+**	2.8	3.4	3.1
Uricase [Uricase]	GmaAffx.93267.1.S1_s_at	**+**	**+**	3.0	4.1	6.8
Allantoinase [Allantoinase]	GmaAffx.87486.1.S1_at	**-**	**+**	1.2	2.2	1.2

^1 ^+ indicates genes that were detected as differentially-expressed among three different organs after an ANOVA (p < 0.0001, FDR < 0.0015, ≥ 2-fold difference) using the common bean CSH GeneChip data with no masking or after masking with a signal intensity threshold of 80.

^2 ^Log_2 _(nodule/leaf) value obtained from the common bean CSH GeneChip data with no masking or after masking with a signal intensity threshold of 80.

^3 ^ΔΔC_T _= [C_T_(leaf) - C_T_(18s)] - [C_T_(nodule) - C_T_(18s)] from qRT-PCR data. C_T_18s rRNA values were stable in the organs examined and were used to normalize the data.

**Figure 7:**
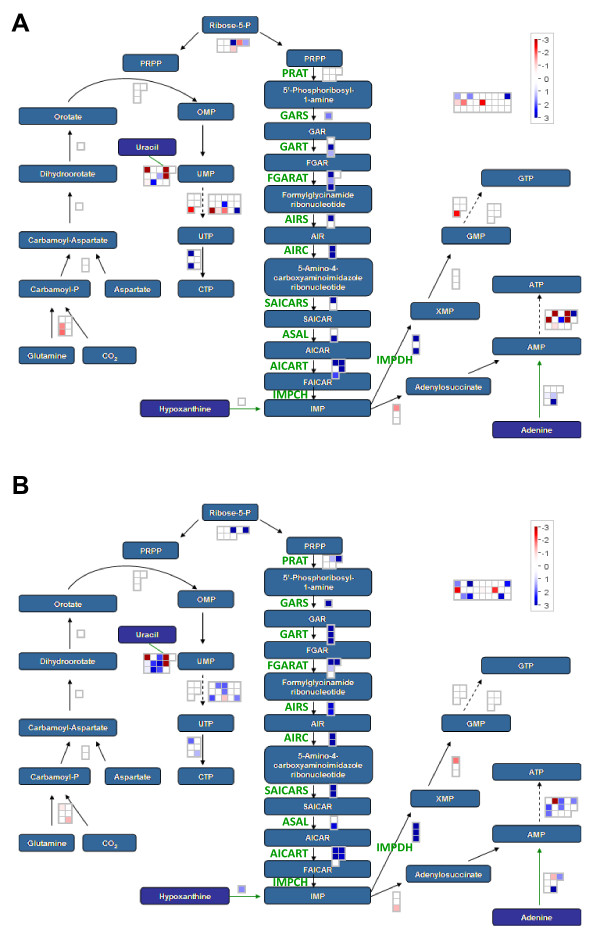
**MapMan overview of nucleotide synthesis showing the purine pathway genes that are preferentially expressed in nodule compared to leaf tissue in common bean (A) and soybean (B)**. Individual genes are represented by small squares. The Log2(nodule/leaf) values for the differentially expressed genes (p < 0.0001, FDR < 0.0015, ≥ 2-fold difference) were false color coded using a scale of -3 to ± 3. The intensity of blue and red colors indicates the degree of preferential expression of the corresponding genes in nodule and leaf, respectively. Color saturates at ± 3 (8-fold difference or higher). See Methods for details. A complete list of the differentially expressed genes, corresponding MapMan functional categories, signal intensities and log ratios are provided in additional file 1 and 2. Abbreviations: PRPP: phosphoribosyl pyrophosphate, PRAT: PRPP amidotransferase, GARS: GAR synthetase, GAR: glycinamide ribonucleotide, GART: GAR transformylase, FGAR: formylglycinamide ribonucleotide, FGARAT: FGAR amidotransferase, AIRS: AIR synthetase, AIR: aminoimidazole ribonucleotide, AIRC: AIR carboxylase, SAICARS: SAICAR synthetase, SAICAR: succinoaminoimidazolecarboximide ribonucleotide, ASAL: adenylosuccinate-AMP lyase, AICAR: aminoimidazolecarboximide ribonucleotide, AICART: AICAR transformylase, FAICAR: formylaminoimidazolecarboximide ribonucleotide, IMPCH: IMP cyclohydrolase, IMP: inosine monophosphate, IMPDH: IMP dehydrogenase.

### Masked probe frequency analysis reveals highly-conserved and highly-divergent gene families between soybean and common bean

The identification of functionally conserved orthologs between species is important because the information obtained for the orthologs in one species, such as soybean, can be readily transferred to the improvement of relative crop species such as common bean. The identification of highly-divergent (rapidly-evolving) genes especially the ones with adaptive divergence between species are also important to better understand the underlying genetic and evolutionary mechanisms. We identified highly-conserved and highly-divergent gene classes between soybean and common bean based on CSH of common bean cRNAs to the soybean GeneChip. Using the masking data obtained in this study we classified the soybean probe sets based on the number of probes retained in each probe set. A total of 1,461 soybean probe sets with 10 or 11 (all) probes retained were classified as a "Highly-conserved" group. A total of 1,551 soybean probe sets with only 1 or 2 probes retained were classified as a "Hyper-variable" group. We did not include the soybean probe sets with all eleven probes masked because those probe sets could be interrogating genes not only with very high sequence variation between the two species but also with low transcript abundance (not expressed).

To validate the classification made based on the number of probes retained per probe set, we examined the sequence homology between soybean probe set target sequences (http://www.affymetrix.com) and the common bean gene index sequences (http://compbio.dfci.harvard.edu/tgi/plant.html) for each class. A total of 1,283 highly-conserved and 1,170 hyper-variable class probe sets had hits after searching against common bean sequences by the BLASTN program with an e-value cutoff of 1e-10. The average number of mismatched nucleotides between two species for the highly-conserved and the hyper-variable group was 18 and 53, respectively. A significantly increased number of nucleotide mismatches for the hyper-variable group compared to the highly-conserved group validates our classification strategy.

We performed a Fisher's exact test with Bonferroni correction (z-value cutoff = 1) to identify functional classes over- or under-represented in highly conserved and hyper-variable groups (see Methods for details). The functional classes over-represented in highly-conserved groups included photosynthesis, protein degradation, and transport classes (Figure 8). Interestingly, the "regulation of the transcription" class (transcription factors) was significantly under-represented among the highly-conserved group (Figure 8). The functional classes over-represented in the hyper-variable group included flavonoid metabolism, biotic stress responsive, and MYB transcription factors (Figure 8). This suggests that the genes for basic cellular functions and metabolisms could be highly conserved between soybean and common bean but there also exists rapidly-evolving classes especially those needed for adaption to the environment. It is widely accepted that orthologous genes in two different species generally (but not necessarily) retain the same function, especially when the function is essential to evolutionary fitness [43]. In addition, the conservation of multiple genes with the same functional class between soybean and common bean observed in this study is consistent with previous reports from other species. Such consistency suggests that conservation at the level of complexes and/or pathways is essential for viability [44-46].

**Figure 8:**
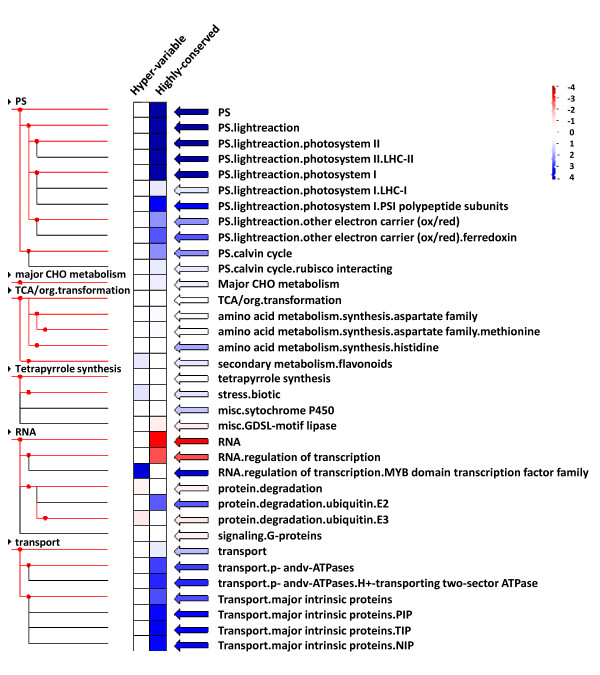
**Over-representation analysis of the hyper-variable and the highly-conserved probe set groups**. The Hyper-variable probe set group retained only 1 or 2 probes, and the highly conserved probe sets group retained 10 or 11 (all) probes after masking with a signal intensity threshold of 80. The Fisher's exact test was performed using the PageMan over-representation analysis module. Over- or under-represented classes in each group were identified after Bonferroni correction (z-value cutoff value = 1.0). The resulting values were then false color coded using a scale of -4 to +4. Blue and red indicate over- and under-representation of the corresponding class, respectively. See methods for details.

A previous study in *Arabidopsis *showed that rapidly evolving genes under positive selective pressure are more likely to be associated with adaptive divergence between species [47]. In our study, flavonoid metabolism and biotic stress response classes were over-represented among the "hyper-variable" group. These two classes are clearly adaptive in nature. Flavonoids protect plants from microbes and insects [48] and the hyper-variable biotic stress responsive class contains numerous disease resistance (R) genes. Among the hyper-variable biotic stress responsive class of genes, the Toll/interleukin-1 receptors, nucleotide binding sites, and leucine-rich repeat (TIR-NBS-LRR) family of R genes were highly abundant. The NBS-LRR- containing R gene superfamily is one of the largest (~150 genes in *Arabidopsis*) and most diverse gene families in plants [49-51]. The highly divergent (rapidly evolving) and adaptive nature of the R genes can be explained by the high variability in the amino acid sequence of the LRR domain that determines R specificity [49-51].

The MYB transcription factor class was significantly overrepresented among the "hyper-variable" group as well (z-value = 3.6). These transcription factors are involved in various pivotal physiological and developmental processes in plants [52-56]. A previous study that performed a thorough gene expression analysis involving the MYB family reported that most of the *Arabidopsis *MYB genes were responsive to one or multiples types of hormones and stress treatments [56]. The MYB super family is one of the largest gene families in *Arabidopsis *with 198 genes [56,57]. Amplified gene families after multiple gene duplications, like MYB transcription factors, often evolve new biological functions making them highly adaptive in nature.

## Conclusion

The GeneChip^® ^soybean Genome Array is a suitable platform for transcript profiling in common bean. However, data optimization by masking biased probes is necessary to improve sensitivity and accuracy of measuring differential gene expression of the CSH GeneChip data. In addition to transcript profiling, CSH GeneChip data in combination with masking can be used for comparative ecological and/or evolutionary genomics study. This approach could also be an excellent tool for the preliminary examination of diversity patterns between species before high-throughput sequencing. The masking strategy employed in this study can be applied to any species and will assist in answering more fundamental questions such as: 1) phenotypic effects of candidate gene sequence divergence and gene expression patterns, 2) the roles of gene duplication, 3) the relative importance of cis- and trans-acting mutations, and 4) gene expression vs. structural changes for future adaptation.

## Methods

### Plant materials

The common bean (*Phaseolus vulgaris *L.) Mesoamerican cv Negro Jamapa 81 and the Minsoy line of soybean (*Glycine max*) were used in this study. Plants were grown in a growth chamber (27/24°C; 14/10 h photoperiod and 60% of humidity). Surface-sterilized seeds were germinated at 25°C over sterile, wet filter paper. Three day-old seedlings were sown in pots containing Turface MVP (Profile Products LLC, Buffalo Grove, IL). Plants were watered three times per week with Summerfield nutrient solution [58]. After three weeks, leaves and roots were harvested and immediately frozen in liquid nitrogen (N) and stored at -80°C until used for RNA isolation. To evaluate the transcriptional profile of common bean nodules *vs *soybean nodules, three day-old seedlings were sown in pots containing Turface MVP and inoculated with *Rhizobium tropici *CIAT899 for common bean, or *Bradirhizobium japonicum *USDA110. Plants were watered three times per week with N-free Summerfield nutrient solution [58]. After three weeks post-inoculation, nodules were harvested and immediately frozen in liquid N and stored until used for RNA isolation.

### RNA extraction, labeling and GeneChip hybridization

Total RNA was purified from three replicates of leaves, roots or nodules from common bean or soybean plants, using LiCl precipitation protocol as reported in [59].  Contaminating genomic DNA was removed from each sample using the DNA-*free*™ kit following the manufacturer's recommendations http://www.ambion.com. RNA labeling, hybridization, washing and scanning were conducted in the Microarray Facility, Biomedical Genomics Center, University of Minnesota, following standard Affymetrix procedures. Briefly, 10 μg of total RNA was used to synthesize cDNA using SuperScript™ Double-Stranded cDNA Synthesis Kit (Invitrogen, Carlsbad, CA). Biotinylated cRNA was generated via *in vitro *transcription using the Enzo BioArray™ High Yield RNA Transcript Labeling Kit (Enzo Life Sciences, Farmingdale, NY). The Affymetrix GeneChip Sample Cleanup Module was used for cDNA, biotinylated cRNA purification and chemical fragmentation. The integrity of total RNA and fragmented biotin-labeled cRNA was verified with RNA6000 Nano Assay using the Agilent 2100 Bioanalyzer™ (Agilent Technologies, Palo Alto, CA). Labeled cRNA was used for hybridization after 15 μg was fragmented.

### Masking probes targeting variable regions

The source microarray output files used in this study are available in the NCBI Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE18822) with accession number GSE18822. After scanning the GeneChips, the exported files with probe signal intensities (cel files) were quantile-normalized and background corrected using the affy package from Bioconductor (http://bioconductor.org). Based on the minimums, maximums, and different quantile distributions of the probe signal intensities, we chose a series of signal intensity thresholds (5, 7, 8, 10, 13, 15, 20, 30, 40, 60, 80, 100, 120, 160, 320, 640, 1280, and 2560) for masking to examine which threshold would produce the best performance. One mask file was created for each intensity point. If intensity of the probe was lower than the masking intensity in equal or more than a defined percentage of all cel files, the probe was masked. The defined percentage (P) was determined by the number of replicates in each sample type and the number of sample types:

The *floor *and *ceiling *are mathematical functions that map a real number to the next smallest and next largest integer, respectively. *Ts *is the total number of sample files. R is the replicate number of each sample type. *S *is the number of sample types. In this study, we used leaf, root, and nodule tissue types for each species (*S *= 3) and three replicates (*R *= 3) for a total of 9 sample files (*Ts *= 9), thus *P *= 0.78.

We masked the probes during the RMA probe-level signal summarization process by using Expressionist Refiner module (http://www.genedata.com). Briefly, the raw data cel files were loaded into Refiner with various masking files. The RMA algorithm summarized the probe-level signals into probe set expression indexes. The expression index files produced for the different masking files were further analyzed for performance comparison and gene differential expression analysis using the Expressionist Analyst module.

### Identification of differentially expressed genes

Even though all probes on the soybean GeneChip were used as masking probes with signals below the threshold, the probe sets corresponding to the *Phytophthora sojae *and *Heterodera glycines *were excluded during the identification of differentially expressed genes. Gene expression values were calculated with the RMA [35] as provided with the Genedata Expressionist Pro version 4.5 (Genedata, San Francisco, CA). Genes differentially expressed among different tissues in common bean and soybean were identified by ANOVA (*p*-value < 0.0001, FDR < 0.0015) with an additional cutoff of a 2-fold ratio in pair-wise comparisons (i.e., nodule vs. leaf; nodule vs. root; root vs. leaf).

### Functional classification and over-representation analysis

MapMan software was originally developed to visualize *Arabidopsis *microarray data in multiple metabolic pathways and provide an overview of cellular function and regulation [39]. A previous study developed MapMan bins for the soybean GeneChip based on the Kyoto Encyclopedia of Genes and Genomes (KEGG) database [60]. Since the soybean MapMan bin system previously introduced was not compatible with the original bins developed for *Arabidopsis*, the original figures provided with the MapMan software could not be used. To fully utilize resources provided by the MapMan software, we developed a customized MapMan bin for the soybean GeneChip. To adapt MapMan to the soybean GeneChip system, soybean GeneChip probe set consensus sequences (http://www.affymetrix.com/index.affx) were compared with the *Arabidopsis *proteome using BLASTX with an E-value cutoff of 10^-10^. The 34 major MapMan BINs and their subBINS for the top *Arabidopsis *hits were assigned to each probe set in the soybean GeneChip. Putative transcription factor families on the soybean GeneChip were further identified using a BLASTX search (E-value < 10^-10^) against 1827 protein sequences consisting of 56 transcription factor families from the *Arabidopsis *transcription factor database (http://datf.cbi.pku.edu.cn/index.php). After the first round of classification, additional MapMan bins were manually assigned, if needed, via text search for GO, KEGG, COG, and MIPS ontology annotation for each probe set utilizing the information available at the GeneBins database [60]. Additionally, probe sets for putative nodulin (or nodulin-like) genes were identified using known nodulin protein sequences (E-value < 10^-10^) in the public database. The new subBIN 26.31, misc.nodulins, was assigned following Tellström et al. [61]. Otherwise the sequence was classified as "not assigned".

PageMan, a software tool for comparative analysis of gene ontology, was originally developed to display and annotate overview graphs for profiling experiments [62]. We adapted PageMan to perform functional class over-representation analysis of selected genes compared to the whole soybean probe sets in the soybean GeneChip. For highly conserved and hyper-variable genes, the selected probe sets were given a value of "1", for differentially expressed genes, the selected probe sets were given their log ratio values [i.e. log_2_(nodule/leaf)], and the rest of the probe sets were given a value of "0" as a false expression value. The data were then loaded into PageMan. The Fisher's exact test with Bonferroni correction with a z-value cutoff value of "1" was applied to detect functional classes over- or under-represented among genes selected. The adjusted *p*-values produced were then transformed into their respective z-values. The resulting values were then false color coded using a color scale of -4 to 4. Blue and red indicate over- and under-representation of the corresponding class, respectively.

### Real-time quantitative RT-PCR

A portion of the total RNA used for the GeneChip hybridization step was used to make cDNAs for qRT-PCR. Contaminating genomic DNA was removed from each sample using the DNA-*free*™ kit following the manufacturer's recommendations (http://www.ambion.com). The first strand cDNA for each sample was made using random hexamers and Taqman Reverse Transcription Reagents (Applied Biosystems, CA) following the manufacturer's recommendations. Gene specific primers were subsequently designed using Primer Express (Applied Biosystems, CA) (Additional file 4). The specific primer sequences were based on the probe set consensus sequences (http://www.affymetrix.com) or sequences from the common bean gene index (http://compbio.dfci.harvard.edu/tgi/plant.html), if the corresponding bean gene ortholog sequence was available. Samples and standards were run in triplicate on each plate and repeated on at least two plates using SYBR-Green PCR Master Mix (Applied Biosystems, CA) on a GeneAmp 7000 Sequence Detection System (Applied Biosystems, CA) following the manufacturer's recommendations. qRT-PCR was performed in a 25 μl reaction containing 6.5 μl ddH2O, 12.5 μl 2× PCR mix, 1 μl forward primer (1 μM), 1 μl reverse primer (1 μM), and 4 μl of template cDNA (5 ng/μl). The PCR conditions were as follows: two minutes of pre-incubation at 50°C, 10 minute of pre-denaturation at 94°C, 40 cycles of 15 seconds at 95°C and one min at 60°C, followed by steps for dissociation curve generation (30 seconds at 95°C, 60 seconds at 60°C and 30 seconds at 95°C). The GeneAmp 7000 System SDS software v.1.2.2. was used for data collection and analysis. Dissociation curves for each amplicon were carefully examined to confirm lack of multiple amplicons at different melting temperatures (Tms). Relative transcript levels for each sample were obtained using the "comparative C_T _method" [63]. The threshold cycle (C_T_) value obtained after each reaction was normalized to the C_T _value of the 18S rRNA. The relative expression level was obtained by calibrating the ΔΔC_T _values for common bean leaf samples using a normalized C_T _value (ΔΔC_T_) for the nodule common bean sample.

## Abbreviations

CSH: cross-species hybridization; EST: expressed sequence tag; MAS: microarray suite; PCA: principle component analysis; RMA: robust multi-array average; ISV: inter-species variable; SNP: single nucleotide polymorphism.

## Authors' contributions

SY and WX performed the computational analysis involved in the electronic masking of probes. SY conducted functional classification, over-representative analysis and qRT-PCR validation. OV and BB performed the microarray work for the generation of GeneChip data. CV and GH designed the experiment. All authors contributed to the analysis of results and writing of the manuscript.

## Supplementary Material

Additional file 1 **Soybean genes differentially expressed among nodule, root, and leaf**. A table listing genes (probe sets) that were differentially expressed among nodule, root, and leaf (p-value < 0.0001, FDR < 0.0015, ≥ 2 fold difference) including corresponding p-values, FDR values, log ratios, and MapMan functional classes for soybean. Click here for file

Additional file 2 **Common bean genes differentially expressed among nodule, root, and leaf**. A table listing genes (probe sets) that were differentially expressed among nodule, root, and leaf (p-value < 0.0001, FDR < 0.0015, ≥ 2 -fold difference) including corresponding p-values, FDR values, log ratios, and MapMan functional classes for common bean. Click here for file

Additional file 3 **Functional classes over-representation analysis for genes up-regulated in nodule tissue compared to leaf and root tissue in soybean and common bean**. A figure showing the gene functional class over-representation analysis result for genes up-regulated in nodule tissue compared to leaf and root tissue in soybean and common bean. For details see the Fig. 8 legend. Click here for file

Additional file 4 **Primers used for qRT-PCR validation**. A table listing primers used for qRT-PCR validation of 20 randomly selected genes and the 13 purine-ureide pathway genes. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

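The deposited values are RMA signal intensities on a linear scale, 1 per probe set and array, for 37702 probe sets and 18 arrays. The authors quantile-normalized and background-corrected the probe signals with affy and condensed them by RMA, and the paper names Genedata Expressionist for the RMA step. The version of affy is not given in the sources used here. The authors had masked probes with signals under 80 in at least 7 of the 9 common bean arrays before RMA, and common bean values from before masking were not analysed here. The 90 control probe sets and the 19 of Phytophthora sojae or Heterodera glycines were left out, which left 37593 for soybean and 36389 for common bean. The values were log2-transformed and not normalized again. The number of arrays limits the precision.

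R 4.3.3 with limma 3.58.1 was used for all tests, and Python 3.11.15 with matplotlib 3.10.9 for the plots. Linear models with a mean per organ were fitted in each species, and moderated F and t tests were used. An organ call needed a p under 0.0001, a Benjamini-Hochberg FDR under 0.0015 and a 2-fold ratio in a pair of organs. Pairs of organs and differences between species needed an adjusted p under 0.05 and a 2-fold ratio (for species, a 2-fold difference between the ratios), with adjustment over the probe sets of each comparison. The methods' ANOVA was run on the same values at the thresholds of the organ call. SE is limma's standard error and ± is the SD. Commonly-selected genes were at least 2-fold apart between leaf and nodule in both species by mean log2 signals, with no test. The principal components were computed on centred log2 values of the 36389 probe sets. The correlation with the paper's qRT-PCR values was tested with 100000 permutations.

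Gene lists were tested with limma's camera at a preset correlation of 0.01, adjusted over the 27 lists of each comparison, and again with an estimated correlation, with which 3 lists were called in soybean and 4 in common bean for nodule and leaf, and 2 in each species for nodule and root. With an estimated correlation, the purine-ureide genes of Table 1 were called in all 4 comparisons. Nodulins were called in all but nodule and root of common bean, leaf photosynthesis against leaf in both species and aquaporins in both comparisons of common bean. The genes of Table 1 had been detected on these arrays and nodulins are named for nodules, so their calls are not independent evidence. The lists of Table 1, the 20 randomly selected genes, bZIP and MYB transcription factors, aquaporins, vegetative storage proteins and lipoxygenases, and heat shock proteins, and the choice of comparisons, thresholds and other settings, were made before the data were examined. The other lists were chosen from gene symbols before any value was looked at: nodulins and other genes named for nodules, purine and ureide synthesis, ammonia assimilation, carbon supply, leaf photosynthesis, isoflavonoid and flavonoid synthesis, early phenylpropanoid enzymes, ferritins, phosphate starvation, nitrate uptake and reduction, pathogenesis-related, proline-rich, seed storage, sieve element occlusion, GASA and ribosomal proteins, WRKY and NAC transcription factors, sugar carriers, and tubulins.

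Probe sets were named from the tables given with the values. Of them, 8677 had 1 gene symbol (7001 only a LOC number), 370 had several and 28546 had none, and 8652 of the 9047 annotated probe sets matched the RefSeq table of soybean. The parts of Additional files 1 and 2 that could be seen, 1176 of 24235 and 1152 of 15082 lines, gave a description for 726 probe sets, in which names are mostly those of Arabidopsis matches. In these parts, 97.5% of 1254 soybean and 99.5% of 1308 common bean ratios lay within 0.1 of the values here. For nodule and leaf and for nodule and root in each species, the 8 probe sets with the largest ratios in each direction were named among those called with every nodule array beyond every array of the other organ, 1 per name, with up to 4 members per list and every gene the paper names. The ratios in Table 1 and in the visible parts of Additional files 1 and 2 had been seen before this rule was written.

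In simulated changes set into 36389 probe sets, organ calls found 77% of 100 genes at 4-fold in soybean and 93% of 100 in common bean, and 19% of 100 and 42% of 50 at 2-fold. Nodule and leaf calls found 94% and 100% of 100 genes at 4-fold, and 36% of 100 and 46% of 50 at 2-fold. Nodule and root calls found 92% and 100% of 100 genes at 4-fold, and 30% of 100 and 52% of 50 at 2-fold. The fold threshold lies at the ratio put in for the 2-fold genes. Without it, 76% in soybean and 84% in common bean were found for nodule and leaf, and 71% and 86% for nodule and root. Species differences of 8-fold were found for 98% of 50 genes against leaf and 96% of 50 against root. Calls among unchanged genes numbered 11 in soybean and 3 in common bean for organs, 51 and 9 for nodule and leaf, and 0 and 1 for nodule and root. For species differences they numbered 65 against leaf and 3 against root. False calls were thus more frequent where leaf was compared, above all in soybean and in the species difference. Few probe sets were changed here, so these shares and counts need not carry over to the data, where many more were called. In a test of 21 lists for nodule and leaf in soybean, 1 list that was moved was called and 0 of the others were. The bounds set for these simulations were revised after a first run.

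The other settings, chosen with these, were the methods' ANOVA with plain linear models, a trended and robust prior, all 18 arrays in 1 fit, leaving out dim probe sets, log2(signal + 16), quantile normalization within each species or over all 18 arrays, unit variance, only probe sets for 1 transcript, a replicate block, other thresholds, other correlation measures, camera with an estimated correlation, fry, and leaving out each array in turn. Array weights, fits to the 6 arrays of a pair, the correlation of linear leaf/nodule ratios and the square of r were chosen after seeing the data.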

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

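The tests on the 3' and 5' signals and on permuted organ labels were chosen only after the result was seen, and the bound on the slopes was widened to all groups of genes after the slopes were seen.

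Nodule/leaf ratios differed between species for 6410 genes with the higher ratio in common bean and 6185 with the higher ratio in soybean, and nodule/root ratios for 5109 and 4517 genes. With species labels permuted within each organ (100 splits), 3 splits reached the nodule/leaf count (12595, highest other split 23777), the real one included. For nodule/root (9626, highest other split 28279), 8 did. The other splits with as many calls exchange unequal shares of the species labels in the 2 organs compared, so they carry the difference between species into the organ ratio, which points to a structure of the samples. With organ labels permuted within each species, the highest other splits gave 7224 and 4139 calls, fewer than the real labels. Both kinds of split also remove the plain differences between species or between organs. So neither can exclude chance for the difference in ratios alone.

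Among the purine-ureide genes, a test of the difference between species in log2(nodule/leaf), common bean minus soybean, singled out GARS (-2.03), GART (-1.07), AIRS (2.01), IMPDH (1.95), ADK (1.69), allantoinase (2.74) and PRAT (-5.32). The named genes already called in opposite directions with the largest differences are also given, though their selection nearly fixes this test. These were the myo-inositol-phosphate synthase gene MIPS (-7.42), SOYGBFA (7.38), AS2 (-7.22), the glyoxalase I gene GLYI-23 (6.78) and the vacuolar processing enzyme gene VPE2 (6.76). As lists, nodulins and other genes named for nodules differed between species by a median of -7.02 against leaf and -6.47 against root, and purine and ureide synthesis by -2.47 against root. The choice of nodulins by soybean names may add to their difference. Against leaf the median for purine and ureide synthesis was -3.47 (adjusted p = 0.0016, camera), a call lost with an estimated correlation (adjusted p = 0.170). In lists of genes put together here and not tested as such in the paper, camera at the preset correlation called both species for aquaporins (median log2 ratios of -1.09 in soybean and -1.92 in common bean against leaf, and -1.81 and -1.21 against root), nodulins (8.48 and 0.54, and 6.84 and 0.27), carbon supply to nodules (2.23 and 0.44, and 1.24 and 0.29), leaf photosynthesis (-5.49 and -3.98 against leaf) and proline-rich cell wall proteins (-1.67 and -0.45 against root). With an estimated correlation, calls were lost for aquaporins in soybean (adjusted p = 0.344 against leaf and 0.204 against root), nodulins in common bean against root (0.063), carbon supply (0.261 and 0.247 in soybean, 0.285 and 0.180 in common bean, against leaf and root) and proline-rich proteins (0.136 and 0.157 against root).

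Over 12204 genes called between nodule and leaf in soybean, which favours large soybean ratios by itself, 86.4% had the smaller ratio in common bean, with a median size of 0.53 against 1.88 and a slope of common bean on soybean of 0.315. In 4 equal groups from low to high common bean root signal the slopes were 0.332, 0.225, 0.253 and 0.388, so the highest group over the lowest gave 1.17 (1.13 to 1.19 over replicates). The bound written before used these outer groups alone and would have spoken against low signal, but the 2 middle groups had lower slopes. The median size in the 4 groups was 0.46, 0.39, 0.52 and 0.83 in common bean, while it fell from 2.21 to 1.67 in soybean. Normalizing all 18 arrays together gave a slope of 0.424, so a scale set by normalizing each species apart may account for part of the pattern. That scale and low common bean signal on soybean probes cannot be told apart, since both leave all 4 slopes low, and a difference between the species stays open, untested.

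Soybean leaf arrays spread 2.48 times as much as nodule arrays. After quantile normalization the ratio was 2.57, which argues against scaling of the arrays, and with 1 leaf array left out it was 2.099 to 3.25. The 601 probe sets at least 16-fold higher in root than in leaf differed by a median log2 of 0.075 between leaf replicates 1 and 3, which argues against RNA of another organ in 1 leaf array. The 3' minus 5' difference of 6 control transcripts between these replicates was -0.34 (SE 0.22), so RNA quality may contribute and stays open. The design gives no condition within leaf, and no biological explanation was tested.

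Between nodule and leaf, 478 genes were called in opposite directions in the species, 236 of them higher in soybean nodule and 242 higher in common bean nodule, and independent lists would give 1219. Probe sets that match several transcripts were 16.9% of them and 21.5% of those called in the same direction (odds ratio 0.744, 95% interval 0.571 to 0.962), which argues against such probe sets as the source. Whichever of 12 leaf and nodule arrays was left out, 326 of the 478 (68.2%) stayed opposite, and the fewest opposite calls with an array left out were 438, so noise of single arrays may account for some of the others and stays open. The species difference in log2(nodule/leaf) was called for all 478, which their selection by opposite calls nearly fixes. Whether the difference is biological stays open.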

How the results depend on the processing

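The number of arrays limits the precision of these results. Array weights, fits to the 6 arrays of a pair, linear leaf/nodule ratios and the square of r were chosen after seeing the data. Of 2592 values of named genes under other settings, 2578 kept their direction and side of the threshold and 14 lost the call, and with 1 array left out 4655 of 4680 did, 24 lost the call and 1 gained it. Many of these genes were named because they were called with the largest ratios, so their selection nearly fixes this stability. Of 864 values of lists, 764 kept their direction and side of the threshold, 50 lost the call, 47 gained it and 3 reversed. Of 334 values of the leading results, 264 kept theirs. The counts of Table 1 genes higher in nodule than in leaf stayed at 12 in soybean and 13 in common bean under 6 settings each. Where a value below moved, the cause was not tested.

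With the methods' ANOVA, 3127 genes differed among organs in both species. With dim probe sets left out, 3048 genes had a higher nodule/root ratio in common bean, r between species was 0.745 with 88.5% in the same direction, the first 2 components held 57.8% and 24.6%, and the distances of leaf and nodule were 249 in soybean and 158 in common bean (ratio 0.634). With log2(signal + 16), r was 0.766 with 89.7% in the same direction, the components held 66.2% and 18.6%, the distances were 262 and 134 (ratio 0.514) and the median of the Table 1 genes in common bean was 3.62. With quantile normalization over 18 arrays, the components held 59.8% and 21.1% and the distances were 239 and 209 (ratio 0.878). With unit variance, the values were 60.3%, 15.7%, 185 and 107 (ratio 0.579). With only probe sets for 1 transcript, r was 0.722, the distances were 260 and 126 (ratio 0.484), the median signals were 169.9 and 68.1, and 3 and 4 lists were called in common bean against leaf and root. Without a fold threshold, which lets smaller ratios pass, higher and lower genes were 13754 and 10037 (nodule and leaf), 10428 and 10892 (nodule and root) and 14388 and 9026 (root and leaf) in soybean, and 12442 and 8868, 6073 and 7132, and 12287 and 7962 in common bean. Ratios higher in common bean and higher in soybean were then 11036 and 11201 (nodule/leaf) and 9256 and 9497 (nodule/root).

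At 4-fold there were 1363 commonly-selected genes, with an r of 0.832 and 95.7% in the same direction, and at 1.5-fold there were 7999, with 0.657 and 81.0%. Over genes of the same direction r was 0.855, Spearman's rho was 0.716, r of linear nodule/leaf ratios was 0.233, r of linear leaf/nodule ratios was 0.441 and the square of r was 0.539. With array ratios and qRT-PCR values both on a linear scale, their r was 0.710 (permutation test, p = 0.0225, not adjusted). Camera with an estimated correlation called 3 and 2 lists in soybean and 4 and 2 in common bean, against leaf and root. Fry called 23 lists in soybean nodule and root, and 21 and 24 in common bean, with the direction reversed for tubulins in soybean nodule and leaf (median -0.55, adjusted p = 0.017) and, in common bean nodule and root, for bZIP (0.016, adjusted p = 9.6e-04) and ammonia assimilation (0.11, adjusted p = 1.0e-04).

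The soybean distance ranged from 271 to 295 with 1 soybean array left out, and the common bean distance from 140.1 to 151 with 1 common bean array left out. With any 1 array left out, the ratio of the distances ranged from 0.482 to 0.617, r between species from 0.726 to 0.736, r with qRT-PCR values from 0.529 to 0.565, the first component from 66.5% to 69.2% and the second from 15.3% to 18.5%. The species difference of the FGARAT family member ranged from 0.54 to 1.19, past the threshold without soybean leaf replicate 3, and that of the AICART family member, which was not called, from -0.58 (without soybean nodule replicate 3) to -0.17 (without soybean leaf replicate 3). Against leaf in soybean, GASA proteins were called without leaf replicate 1 (median -1.40, adjusted p = 0.011, against 0.249 with all arrays) and ferritins were not called without leaf replicate 2 (-3.29, adjusted p = 0.064). Against root in soybean, MYB transcription factors were called without nodule replicate 1 (adjusted p = 0.046) and without root replicate 3 (0.043). Equal replicate numbers did not pair the arrays: 1 of 18 correlations of deviations was over 0.1 (-0.160 to 0.125).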

Differences from the paper's values

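The paper's Figure 5 shows about 3100 genes differing among organs in both species, read by eye, where limma's moderated F test at the same thresholds gave 5254. Of the alternatives set before the data were examined, the methods' ANOVA, which is the paper's method, gave 3127, only probe sets for 1 transcript gave 4109 and log2(signal + 16) gave 4346, all within 1.5 times the paper's value. The others were outside it: a trended and robust prior, all 18 arrays in 1 fit, dim probe sets left out, quantile normalization of each species, a replicate block, an FDR under 0.05, no fold threshold, and leaving out 1 array. The count ran from 4684 to 5715 with 1 array left out and from 4764 to 7140 over the rest of these.

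For the correlation of the nodule/leaf ratio between species over the commonly-selected genes, the paper states 0.53, and Pearson's r of log2 ratios was 0.734. None of the alternatives set before the data were examined gave a value within the replicate spread of the paper's, and they ran from 0.233 (linear nodule/leaf ratios) to 0.855 (genes of the same direction). On other scales, both chosen after seeing the values and dropping 0 of the 3876 genes, the square of r was 0.539 and r of linear leaf/nodule ratios was 0.441.

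The paper states that the FGARAT and AICART family members Gma.8500.1.S1_at and GmaAffx.33029.1.S1_at were nodule-enriched in common bean and not in soybean. In limma, both were also higher in soybean nodule than in leaf, by log2 ratios of 2.98 (SE 0.30, adjusted p = 1.9e-05) and 2.45 (SE 0.21, adjusted p = 7.4e-06), and with all arrays the ratios were not told apart between species. Without soybean leaf replicate 3, the difference of the FGARAT member was 1.19 and passed the threshold. By the methods' ANOVA, neither was called in soybean and both were called in common bean. The paper lists some of the 20 randomly selected genes as detected only before masking, while limma's moderated F test called all 20 after masking and the methods' ANOVA 16. For the 13 genes of Table 1, the largest difference from the paper's array ratios was 0.05.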

Other observations

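In soybean, lists of WRKY transcription factors, flavonoid synthesis and nitrate uptake were lower in nodule than in root by camera at the preset correlation, and these calls were lost with an estimated correlation. No test in these paragraphs was chosen after its result was seen. Of 103 WRKY transcription factor probe sets, 62 were lower and 7 higher in soybean nodule than in root (median log2 ratio -1.44, adjusted p = 7.6e-11, camera, and 0.247 with an estimated correlation), against 13 and 4 of 98 in common bean (median -0.10, adjusted p = 0.218). Of 63 probe sets of isoflavonoid and flavonoid synthesis, 34 were lower and 1 higher in soybean (median -1.48, adjusted p = 2.4e-07, and 0.204 with an estimated correlation), against 8 and 4 of 59 in common bean (adjusted p = 0.562). All 8 probe sets of nitrate uptake and reduction were lower in soybean nodule than in root (median -2.11, adjusted p = 1.8e-04, and 0.124 with an estimated correlation), with NRT2 (Gma.8482.1.S1_at) at 14800 in root and 232.7 in nodule, against 2 of 8 in common bean (adjusted p = 0.463). Differences between species had adjusted p-values of 2.9e-08 for WRKY, 1.1e-06 for flavonoids and 0.0018 for nitrate, and of 0.224, 0.175 and 0.0999 with an estimated correlation. The nitrate list also fell against leaf in soybean (7 of 8 lower, adjusted p = 0.0055, and 0.194 with an estimated correlation). Nodulated plants had been watered with an N-free solution, so organ and N supply are not separated.

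Other groups were lower in soybean nodule than in root, and the second p given for each is the one with an estimated correlation. These were sieve element occlusion proteins, which plug phloem (9 of 11 lower, median -1.80, adjusted p = 1.1e-04, and 0.168), NAC transcription factors (15 of 30 lower, 2 higher, median -1.001, adjusted p = 5.2e-05, and 0.247), early phenylpropanoid enzymes (9 of 20 lower, 1 higher, median -0.91, adjusted p = 0.0044, and 0.497), pathogenesis-related proteins (9 of 19 lower, 1 higher, median -0.98, adjusted p = 0.0078, and 0.325) and proline-rich cell wall proteins (11 of 18 lower, 2 higher, median -1.67, adjusted p = 0.011, and 0.136). Proline-rich proteins were also lower in common bean (8 of 18 lower, 1 higher, median -0.45, adjusted p = 0.0013, and 0.157). Ammonia assimilation (5 of 19 higher, 1 lower, median 0.51, adjusted p = 0.0086, and 0.247) and leaf photosynthesis (5 of 26 higher, 1 lower, median 0.54, adjusted p = 0.0080, and 0.204) were higher in soybean nodule than in root, and in common bean neither was called (adjusted p = 0.562 and 0.768). Vegetative storage proteins and lipoxygenases were higher in common bean nodule than in root (4 of 12, median 0.20, adjusted p = 0.0042, and 0.0931), and nodulins were higher there for 6 of 19 (median 0.27, adjusted p = 0.0014, and 0.0634) and for 14 of 19 in soybean (median 6.84, adjusted p = 7.2e-09, and 0.010).

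Against leaf, soybean nodule was lower for MYB transcription factors (28 of 106 lower, 13 higher, adjusted p = 0.023, and 0.1403 with an estimated correlation), early phenylpropanoid enzymes (9 of 20, adjusted p = 0.0027, and 0.556), ferritins (7 of 10 lower, 3 higher, median -3.82, adjusted p = 0.036, and 0.556, and not called without leaf replicate 2, adjusted p = 0.064) and sieve element occlusion proteins (6 of 11, adjusted p = 0.037, and 0.392), and higher for ribosomal proteins (3 of 14, median 0.62, adjusted p = 0.012, and 0.556). In common bean, phosphate starvation genes were lower against leaf (6 of 20 lower, 2 higher, median -0.42, adjusted p = 0.011, and 0.265), and MYB genes were not called (adjusted p = 0.359). The mean log2 signal in soybean leaf replicates 1, 2 and 3 was 6.51, 7.04 and 8.64 for vegetative storage proteins and lipoxygenases, 7.35, 8.68 and 9.38 for GASA proteins, 9.95, 10.34 and 10.53 for ribosomal proteins and 10.82, 10.21 and 9.98 for early phenylpropanoid enzymes.

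Seed storage proteins, GASA proteins, sugar exporters and carriers, and tubulins were not called by camera in the comparisons with all arrays, and neither were the 20 randomly selected genes, which the study chose on these arrays. Without soybean leaf replicate 1, GASA proteins were called against leaf (adjusted p = 0.011). In soybean against leaf and root, the adjusted p-values of camera were 0.537 and 0.221 for seed storage proteins, 0.249 and 0.206 for GASA proteins, 0.848 and 0.0993 for sugar carriers, 0.649 and 0.488 for tubulins, and 0.848 and 0.488 for the 20 genes. In common bean they were 0.791 and 0.267, 0.232 and 0.248, 0.754 and 0.832, 0.872 and 0.369, and 0.159 and 0.988. Fry called some of these lists. They were seed storage proteins in soybean (adjusted p = 3.2e-07 and 2.2e-06 against leaf and root), GASA proteins against root in soybean (0.033) and in common bean (5.0e-04 and 2.1e-04), sugar carriers in soybean (0.0023 and 2.2e-04) and common bean (1.2e-05 and 4.8e-04), tubulins in soybean (0.017 and 9.0e-05) and against root in common bean (0.0056), and the 20 genes in common bean (1.8e-05 and 0.0071). By camera, vegetative storage proteins and lipoxygenases were not called in soybean (adjusted p = 0.649 and 0.388), nor heat shock proteins against root (0.839 in soybean and 0.129 in common bean). Adjusted over the list alone, the counts of genes higher and lower in soybean nodule than in leaf were 35 and 11 for bZIP, 13 and 28 for MYB, 3 and 16 for aquaporins, 4 and 3 for vegetative storage proteins and lipoxygenases and 13 and 0 for heat shock proteins, and in common bean 11 and 5, 8 and 13, 1 and 23, 4 and 0 and 4 and 0.

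Other splits of the arrays into 3 groups of 3 gave fewer organ calls. In soybean the real groups gave 14931 and the highest other of 100 splits 3718. In common bean the values were 9247 and 3395, and in both species 5254 and 47. Mixed groups put the organ differences into the spread, so the splits test only whether organs differ at all, not the overlap. Only 1 split, the real one, reached each of the 3 counts. Mixed groups lower the calls by themselves, so this shows only that organs differ within each species. It excludes chance neither for the size of the counts nor for the overlap of 5254. For pairs of organs, 10 splits are too few even for that. The real values were 12596 (nodule and leaf), 9708 (nodule and root) and 12270 (root and leaf) in soybean and 7270, 3509 and 7043 in common bean, and the highest other value was 0 in each.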
